# Epithelial magnesium transport by TRPM6 is essential for prenatal development and adult survival

**DOI:** 10.7554/eLife.20914

**Published:** 2016-12-19

**Authors:** Vladimir Chubanov, Silvia Ferioli, Annika Wisnowsky, David G Simmons, Christin Leitzinger, Claudia Einer, Wenke Jonas, Yuriy Shymkiv, Harald Bartsch, Attila Braun, Banu Akdogan, Lorenz Mittermeier, Ludmila Sytik, Friedrich Torben, Vindi Jurinovic, Emiel PC van der Vorst, Christian Weber, Önder A Yildirim, Karl Sotlar, Annette Schürmann, Susanna Zierler, Hans Zischka, Alexey G Ryazanov, Thomas Gudermann

**Keywords:** magnesium, intestine, kidney, placenta, trophoblast stem cells, longevity, Mouse

## Abstract

Mg^2+^ regulates many physiological processes and signalling pathways. However, little is known about the mechanisms underlying the organismal balance of Mg^2+^. Capitalizing on a set of newly generated mouse models, we provide an integrated mechanistic model of the regulation of organismal Mg^2+^ balance during prenatal development and in adult mice by the ion channel TRPM6. We show that TRPM6 activity in the placenta and yolk sac is essential for embryonic development. In adult mice, TRPM6 is required in the intestine to maintain organismal Mg^2+^ balance, but is dispensable in the kidney. *Trpm6* inactivation in adult mice leads to a shortened lifespan, growth deficit and metabolic alterations indicative of impaired energy balance. Dietary Mg^2+^ supplementation not only rescues all phenotypes displayed by *Trpm6*-deficient adult mice, but also may extend the lifespan of wildtype mice. Hence, maintenance of organismal Mg^2+^ balance by TRPM6 is crucial for prenatal development and survival to adulthood.

**DOI:** http://dx.doi.org/10.7554/eLife.20914.001

## eLife digest

A balanced diet contains a variety of minerals such as magnesium ions, which are required for many chemical reactions in our body. A shortage of magnesium ions is linked to many diseases and is thought to be especially harmful to babies in the womb and shortly after birth. Magnesium ion deficiency is widespread in human populations and in the US is thought to affect up to 68% of people.

Despite its prominent role in human health, our understanding of how the body maintains the right balance of magnesium ions remains extremely vague. Magnesium ions can enter and leave a cell by passing through specific types of proteins that form channels in the membrane surrounding the cell. There are thought to be around ten types of these magnesium ion channels in human cells, but we do not know what roles any of them perform in the body. One such channel called TRPM6 may be particularly important because mutations in the gene that encodes this channel can cause magnesium ion deficiency in human infants. However, the loss of TRPM6 in mice disrupts how mouse embryos develop, suggesting that our current view on the role that TRPM6 plays in regulating the magnesium ion balance in humans may be too simplistic.

To address this question, Chubanov et al. studied mice with mutations that disrupted the production of TRPM6 in specific tissues only. The experiments show that TRPM6 primarily operates in the placenta and intestine to regulate the balance of magnesium ions in the body. Further experiments show that the loss of TRPM6 in adult mice leads to reduced lifespan, growth defects and poor health by disrupting important biochemical reactions. Supplying the mutant mice with magnesium ion supplements improved their health and could extend lifespans of normal animals.

The findings of Chubanov et al. demonstrate that TRPM6 plays a crucial role in regulating the levels of magnesium ions in mice before birth and into adulthood. The next step is to carry out large-scale experiments to investigate the effects of altering the levels of magnesium ions in human diets.

**DOI:** http://dx.doi.org/10.7554/eLife.20914.002

## Introduction

Mg^2+^ is the most abundant intracellular divalent cation and is essential for the regulation of a broad spectrum of metabolic and signalling pathways (de Baaij et al., 2015). In addition, direct association with Mg^2+^ fosters the structural integrity of key metabolites (such as ATP), proteins, lipid membranes and nucleic acids (de Baaij et al., 2015) implying that organismal Mg^2+^ deficiency, a surprisingly common condition in humans (King et al., 2005; Rosanoff et al., 2012), may be especially harmful during prenatal development and early postnatal life, when the production of and the demand for Mg^2+^-bound metabolites is particularly high. There is growing evidence to suggest that Mg^2+^ deprivation is accompanied by different types of metabolic, immune, cardiovascular and neurological disorders (de Baaij et al., 2015). However, mainly due to the lack of adequate mammalian genetic models, it still remains unclear whether an imbalance in Mg^2+^ metabolism is merely associated with or can directly trigger the latter pathophysiological processes. Furthermore, it has recently been shown that cellular Mg^2+^ fluxes regulate the circadian rhythm and energy balance (Feeney et al., 2016), CGRP-mediated osteogenic differentiation (Zhang et al., 2016) and synaptic plasticity (Palacios-Prado et al., 2014), and that changes in the composition of brain interstitial Mg^2+^ concentrations participate in the control of the sleep-wake cycle (Ding et al., 2016).

The remarkable recent progress in our understanding of the critical role of Mg^2+^ in health and disease contrasts with the dearth of knowledge about the mechanisms governing cellular and organismal Mg^2+^ balance. Approximately 10 plasma membrane Mg^2+^ channels have been proposed (Quamme, 2010) indicating a high degree of redundancy. However, quite some controversy surrounds the biological role of many of these proteins, and the question whether there is a central gatekeeper responsible for organismal Mg^2+^ balance has not yet been answered. The kinase-coupled ion channel TRPM7 has been proposed as a ubiquitous, indispensable cellular Mg^2+^ entry pathway (Schmitz et al., 2003; Chubanov et al., 2004; Ryazanova et al., 2010; Stritt et al., 2016). However, studies with *Trpm7* gene-deficient mice failed to confirm a corresponding in vivo role of *Trpm7*. Thus, constitutive inactivation of *Trpm7* in mice entailed early embryonic lethality for as yet unknown reasons (Jin et al., 2008). Furthermore, tissue-specific deletions of *Trpm7* in mouse embryos affected morphogenesis of internal organs apparently in a Mg^2+^-independent manner (Jin et al., 2008, 2012; Sah et al., 2013). More recently, it was suggested that the Mg^2+^ transporter MagT1 rather than TRPM7 might play a critical role for Mg^2+^ homeostasis in T lymphocytes (Li et al., 2011) and probably also in the whole embryo (Zhou and Clapham, 2009). Hence, the biological role of TRPM7 requires further clarification.

In the present work, we focussed on the closest TRPM7 relative, TRPM6, because loss-of-function mutations in *TRPM6* cause hypomagnesemia (low Mg^2+^ blood levels) in human infants thought to mainly result from renal Mg^2+^ wasting (Schlingmann et al., 2002; Walder et al., 2002; Voets et al., 2004). However, deletion of *Trpm6* in mice has resulted in neural tube closure defects and embryonic death (Walder et al., 2009) indicating a direct role of TRPM6 in developmental processes and calling into question the simplistic view on the human *TRPM6* phenotype.

By integrating systematic phenotyping of *Trpm6* gene-modified mice with biochemical analysis, gene expression, metabolomics, and cell biological approaches, we decipher the molecular and organismal roles of TRPM6 in prenatal development and postnatal survival.

## Results

### TRPM6 function in extraembryonic cells is essential for fetal development

To understand the role of *Trpm6* in prenatal development, we determined the onset of embryonic lethality in *Trpm6* null embryos and investigated the expression pattern of *Trpm6* at this stage. Using a mouse strain carrying a gene-trap mutation in *Trpm6* (*Trpm6^βgeo^*) (Table 1), we found that *Trpm6^βgeo/βgeo^* embryos were present at embryonic days (e) 8.5–10.5 (Figure 1A). However, only a few mutants were found between e11.5–12.5 and no *Trpm6^βgeo/βgeo^* individuals were viable after e14.5 (Figure 1A). Compared to e9.5 C-shaped *Trpm6^+/+^* individuals, all *Trpm6^βgeo/βgeo^* embryos isolated had not turned (S-shaped) and were smaller indicating a developmental retardation after e8.5 (Figure 1B). Consequently, we investigated the expression pattern of *Trpm6* in e8.5 fetuses by in situ hybridization (ISH) and found that *Trpm6* was specifically expressed in the visceral yolk sac endoderm and extraembryonic chorion (Figure 1C) and that *Trpm6* was not detectable in the neural tube (Figure 1—figure supplement 1). Within the placental labyrinth a network of maternal sinusoids are intertwined with fetal blood capillaries, separated by two layers of transporting trophoblast cells, syncytiotrophoblasts I (SynT-I) and II (SynT-II) (Simmons and Cross, 2005; Simmons et al., 2008). At e8.5, morphogenesis of the labyrinth is in the initial stages and SynT-I/SynT-II cell layers are distinguishable (Simmons and Cross, 2005; Simmons et al., 2008). We observed that *Trpm6* expression was restricted to SynT-I cells (Figure 1D). In the fully maturated labyrinth at e14.5 *Trpm6* mRNA was detected in syncytiotrophoblasts as well (Figure 1E).

**Figure 1.**
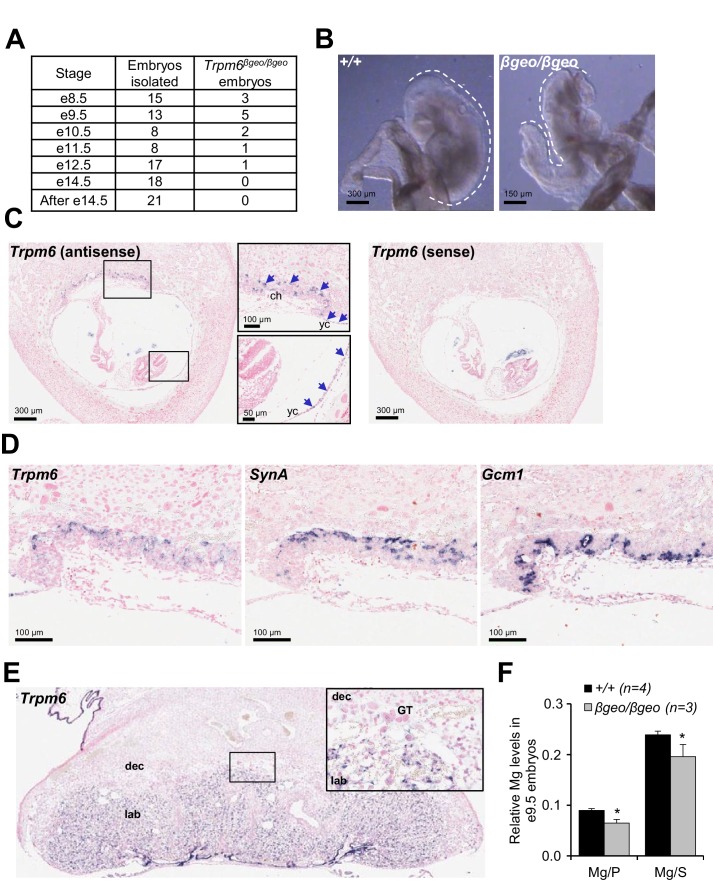
Assessment of *Trpm6* function in extraembryonic tissues. (**A**) Survival of *Trpm6^βgeo/βgeo^* embryos obtained from *Trpm6^βgeo/+^* intercrosses. (**B**) Representative images of e9.5 *Trpm6^+/+^ *(*+/+*, n = 13) and *Trpm6^βgeo/βgeo^* (*βgeo/βgeo*, n = 5) embryos from dataset in (**A**). Dashed lines underline C-shaped versus S-shaped morphology of *Trpm6^+/+^* and *Trpm6^βgeo/βgeo^* embryos, respectively. (**C**) ISH on serial paraffin sections obtained from wildtype n = 5 e8.5 fetus using antisense (left) and sense (right) probes for *Trpm6.* Boxes indicate the positions of the magnified images of the chorion (*ch*) and yolk sac (*yc*). Arrows indicate *Trpm6*-positive cells in the developing labyrinth (chorion) and the endoderm layer in the visceral yolk sac. (**D**) ISH on serial paraffin sections of wildtype e8.5 placenta using DIG-labelled probes for *Trpm6* (*left*), *SynA* (*middle*) and *Gcm1* (*right*), respectively. *Note: Trpm6* expression was restricted to cells positive for *SynA*, a marker of SynT-I, and absent in cells expressing *Gcm1,* a marker of SynT-II. Representative images of n = 2 independent tissues are shown. (**E**) ISH of WT e14.5 placenta with the antisense *Trpm6* probe. The box indicates the position of the magnified image. The *Trpm6* signal is restricted to the labyrinth (*lab*) and not detectable in the decidua (*dec*) and trophoblast giant cells (GT). Representative images of n = 8 independent placentas are shown. (**F**) Mg^2+^ levels in e9.5 *Trpm6^+/+^ *(n = 4) and *Trpm6^βgeo/βgeo^* (n = 3) embryos. Distal segments of the embryos were used for genotyping, and the remaining parts were analysed by ICP-MS. Elementary magnesium (Mg) contents were normalized to phosphorus (P) and sulfur (S) levels represented as mean±SEM. *-p≤0.05 (Student’s t-test). **DOI:** http://dx.doi.org/10.7554/eLife.20914.003

**Figure 1—figure supplement 1.**
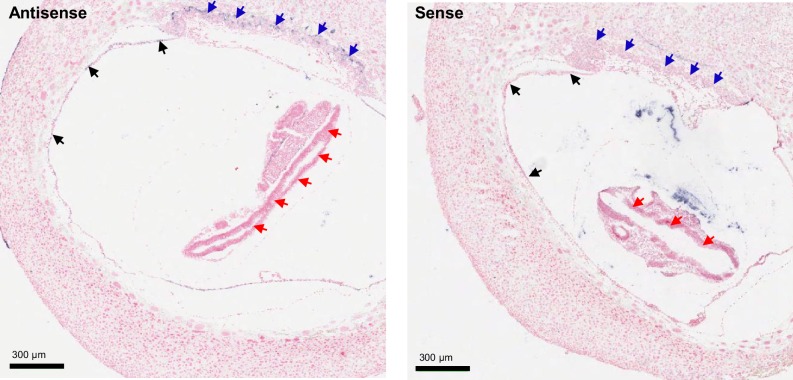
ISH on serial paraffin sections obtained from wildtype e8.5 fetus using antisense (left) and sense (right) probes for *Trpm6.* Arrows indicate *Trpm6*-positive cells in the chorion (blue arrows) and the endoderm layer in the visceral yolk sac (black arrows) stained only by the antisense probe. Note: *Trpm6* was not detectable in embryonic tissues including the neural tube (red arrows). **DOI:** http://dx.doi.org/10.7554/eLife.20914.004

**Table 1.** Postnatal survival of the mice with global and tissue-restricted deletions of *Trpm6*. **DOI:** http://dx.doi.org/10.7554/eLife.20914.005

Targeted tissue	Breeding strategy	Expected F1 outcome^*^	Survival of the mutant
Constitutive mutagenesis			
Whole fetus	**♂***Trpm6^βgeo/+^ x ♀Trpm6^βgeo/+^*	25%*Trpm6^βgeo/βgeo^* 50% *Trpm6^βgeo/+^* 25% *Trpm6^+/+^*	no
Whole fetus	**♂***Trpm6^Δ17/+^ x ♀Trpm6 ^Δ17/+^*	25% *Trpm6 ^Δ17/Δ17^* 50% *Trpm6 ^Δ17/+^* 25% *Trpm6^+/+^*	no
Whole fetus	**♂***Trpm6^Δ17/+^ x ♀Trpm6^βgeo/+^*	25% *Trpm6^βgeo/Δ17^* 25% *Trpm6^βgeo/+^* 25% *Trpm6^Δ17/+^* 25% *Trpm6^+/+^*	no
Conditional mutagenesis using Cre/LoxP system			
Epiblast	**♂***Trpm6^Δ17/+^;Sox2-Cre x ♀Trpm6^fl/fl^*	25% *Trpm6^Δ17/Δ17^;Sox2-Cre* 25% *Trpm6^Δ17/fl^* 25% *Trpm6^Δ17/+^;Sox2-Cre* 25% *Trpm6^fl/+^*	yes
Intestine	♂*Trpm6^Δ17/+^;Villin1-Cre x ♀Trpm6^fl/fl^*	25% *Trpm6^Δ17/fl^;Villin1-Cre*^†^ 25% *Trpm6^Δ17/fl^* 25% *Trpm6^fl/+^;Villin1-Cre* 25% *Trpm6^fl/+^*	yes
Kidney	♂*Trpm6^Δ17/+^;Ksp-Cre x ♀Trpm6^fl/fl^*	25% *Trpm6^Δ17/fl^;Ksp-Cre*^†^ 25% *Trpm6^Δ17/fl^* 25% *Trpm6^fl/+^;Ksp-Cre* 25% *Trpm6^fl/+^*	yes

^*^Genotypes were determined using genomic DNA extracted from tail fragments.

^†^Individuals were homozygous for *Trpm6^Δ17^* allele in the targeted cells.

Syncytiotrophoblasts and endoderm cells of the yolk sac exchange metabolites between the maternal and fetal blood (Simmons and Cross, 2005). To clarify whether TRPM6 is required for Mg^2+^ supply by extraembryonic tissues, we used inductively coupled plasma mass spectrometry (ICP-MS) and found that relative magnesium (Mg^2+^) levels were reduced in the whole e9.5 *Trpm6^βgeo/βgeo^* embryos (Figure 1F). Thus, *Trpm6* is specifically expressed in the placental labyrinth and the yolk sac at the stage when the Mg^2+^ deficiency and growth delay of *Trpm6*-deficient embryos become apparent.

To investigate whether TRPM6 activity in extraembryonic cells underlies the lethality of *Trpm6* null embryos, we characterized a mouse strain with a ‘floxed’ (*Trpm6^fl^*) allele (Table 1). Cre-mediated excision engendered viable mice heterozygous for the constitutive deletion mutation in *Trpm6* (*Trpm6^Δ17^*^/*+*^). However, we were unable to produce live *Trpm6^βgeo/Δ17^* or *Trpm6^Δ17^*^/^*^Δ17^* offspring, indicating that *Trpm6^∆17^* is a true null mutation (Table 1). The paternally inherited *Sox2-Cre* transgene drives recombination only in epiblast cells, but not in extraembryonic tissues (Hayashi et al., 2003). Notably, intercrosses of *Trpm6^Δ17^*^/*+*^*;Sox2-Cre* males and *Trpm6^fl/fl^* females resulted in viable *Trpm6^Δ17/Δ17^* pups at the expected ratio (Table 1). Therefore, the embryonic mortality of *Trpm6*-deficient mice appears to be caused by the loss of TRPM6 in extraembryonic tissues.

### *Trpm6*-deficient adult mice display shortened lifespan, growth defects and Mg^2+^ deficiency

We next studied the impact of a global deletion of *Trpm6* postnatally. Examination of *Trpm6*-deficient (*Trpm6^Δ17^*^/^*^Δ17^;Sox2-Cre*) mice at weaning did not reveal conspicuous abnormalities. However, during the follow-up period, we observed the gradual development of pathologies. Thus, *Trpm6*-deficient mice had a lifespan of no longer than 16 weeks (Figure 2A). Mutants were growth-delayed, and displayed a lighter fur colour and low night-time activity (Figure 2B,C). Weight gain and lean body mass of *Trpm6*-deficient mice were reduced (Figure 2D,E), as was the muscle fibre area of the gastrocnemius muscle of 12–13 week-old *Trpm6*-deficient mice indicative of sarcopenia (Figure 2F). Mutant mice displayed kyphosis (Figure 2G) and completely lacked abdominal and subcutaneous fat depots (Figure 2H,I) indicative of catabolic metabolism. However, the total amount of faeces (Figure 2—figure supplement 1A) and the calorimetrically determined faecal energy content, as a measure of energy excretion (Figure 2—figure supplement 1B), were not altered in *Trpm6* mutants, ruling out insufficient food intake. Histological analysis of internal organs (Figure 3) showed that *Trpm6*-deficient mice developed lung emphysema and degeneration of lymphoid organs. Thus, the thymus of mutant mice was rudimentary and the cortex region was not distinguishable. In the spleen of *Trpm6*-deficient mice, the red pulp was substantially reduced. Hepatocytes of *Trpm6*-deficient mice were depleted of glycogen granules (Figure 3), corroborating catabolic metabolism. It has been suggested that low serum Mg^2+^ and TRPM6 function are associated with atherosclerosis in humans (Maier, 2012; Tin et al., 2015). Therefore, we investigated whether such a phenotype would develop in our mouse model as well. However, examination of thoracal aorta showed no signs of atherosclerosis development in mutant mice (Figure 2—figure supplement 2).

**Figure 2.**
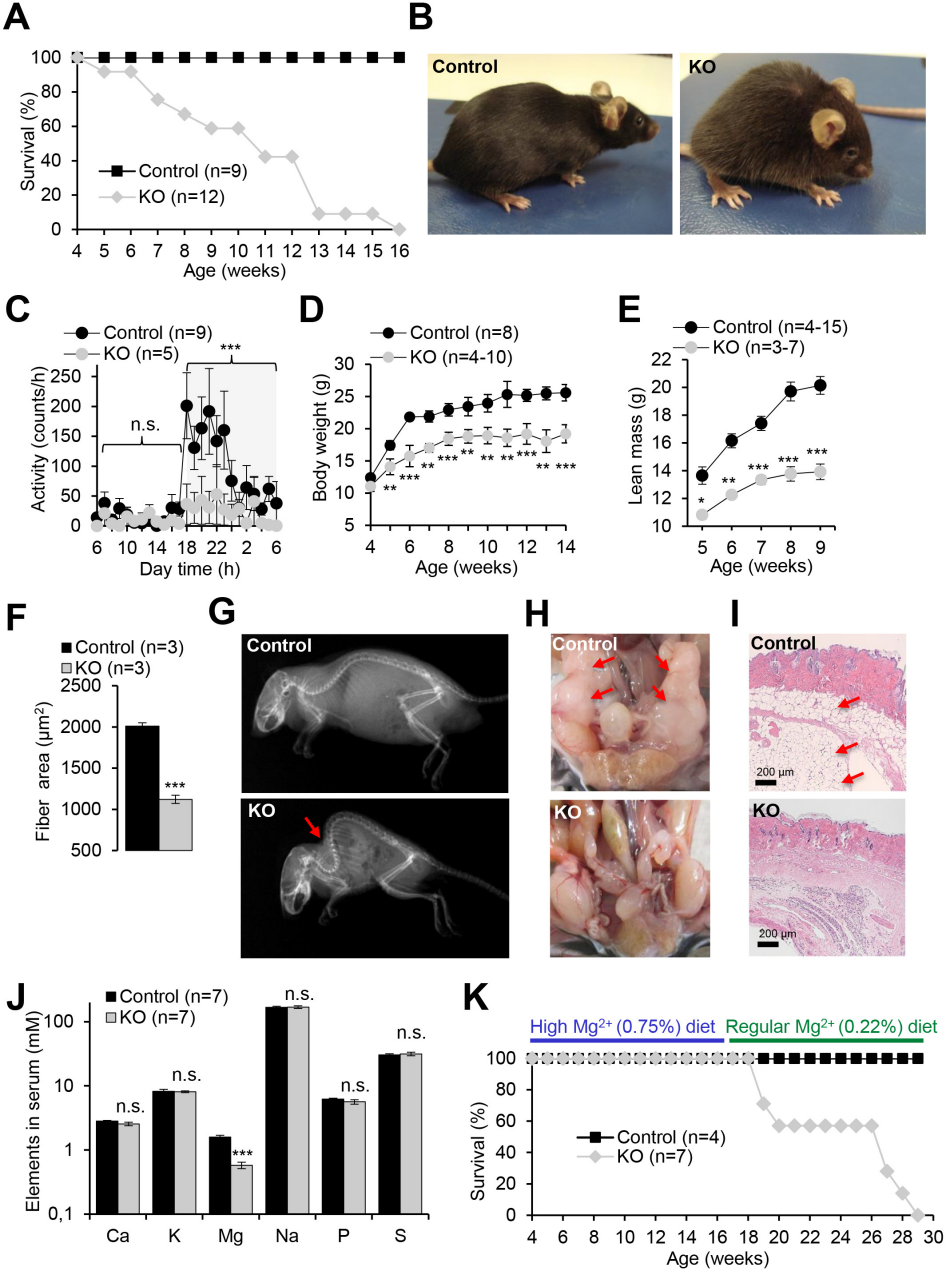
Pathophysiological changes displayed by *Trpm6-*deficient adult mice. Unless stated otherwise, 10–12 week-old *Trpm6^fl/+^* (*Control*) and *Trpm6^Δ17/Δ17^;Sox2-Cre* (*KO*) littermates were studied. (**A–E**) Mice were examined for survival rate (**A**), overall physical appearance (**B**), day/night activity of 8 week-old individuals (**C**), growth rate (**D**) and lean mass (**E**). (**F**) Fibre size of the gastrocnemius muscle after hematoxylin-eosin staining. (**G**) X-ray images of mice. The red arrow indicates the characteristic skeletal deformation (kyphosis) observed in *Trpm6*-deficient mice. (**H**) Assessment of abdominal fat. Arrows indicate fat deposits observed only in control mice. (**I**) H and E staining of paraffin skin sections. Arrows indicate a layer of fat cells present only in control mice. Histological analysis was performed with three animals per group resulting in similar observations. (**J**) The levels of main elements in the serum of 8 week-old mice assessed by ICP-MS. (**K**) The survival rate of mice maintained on high Mg^2+^ (0.75%) and regular (0.22%) chows. Data are represented as mean±SEM. ***-p≤0.001; **-p≤0.01; *-p≤0.05; n.s. – not significantly different (Student’s t-test); n – number of mice examined. **DOI:** http://dx.doi.org/10.7554/eLife.20914.006

**Figure 2—figure supplement 1.**
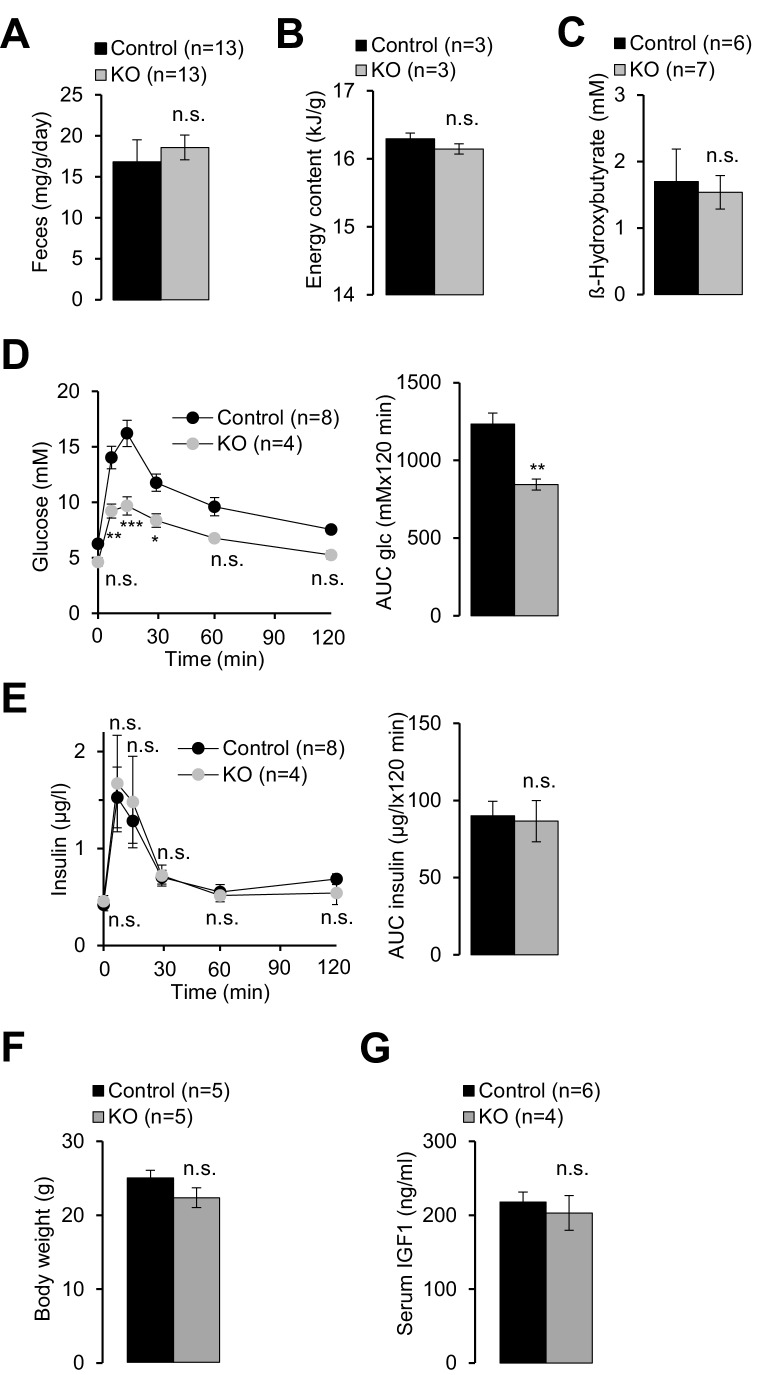
Examination of energy balance in *Trpm6*-deficient mice. Eight week-old *Trpm6^fl/+^* (*Control*) and *Trpm6^Δ17/Δ17^;Sox2-Cre* (*KO*) littermates were evaluated for (**A**) chow intake as assessed by feces production, (**B**) energy content of feces studied by bomb calorimetry and (**C**) serum levels of β-hydroxybutyrate. Glucose (**D**) and insulin levels (**E**) in the serum of mice subjected to a glucose tolerance test. *Note:* mutant mice had lower peripheral glucose concentrations than controls despite of a similar amount of insulin released, thus reflecting increased insulin sensitivity. Data are represented as mean±SEM. ***-p≤0.001; **-p≤0.01; *-p≤0.05; n.s. – not significantly different (Student’s t-test); n – number of mice examined. **DOI:** http://dx.doi.org/10.7554/eLife.20914.007

**Figure 2—figure supplement 2.**
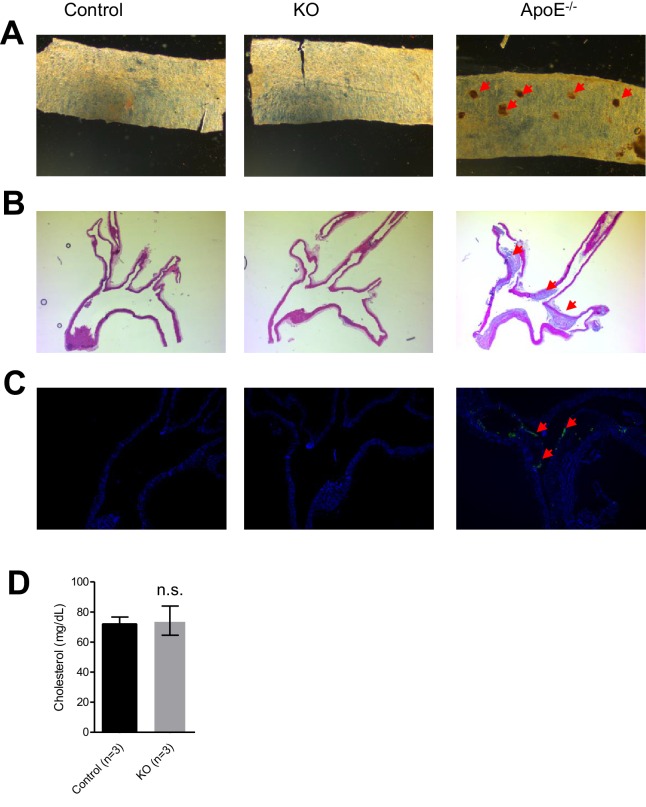
Evaluation of atherosclerosis development in *Trpm6*-deficient mice. An assessment of 8 week-old control (*Control*, n = 3) and *Trpm6*-deficient (*KO*, n = 3) with *ApoE^-/-^* mice (as a positive control, n = 1) using en-face thoracal aorta preparation and Oil-Red O staining (**A**) and hematoxylin-eosin staining (**B**), Mac2-staining (green) (**C**) of aortic arches. Representative images are shown. Arrows indicate atherosclerosis lesions observed only in *ApoE^-/-^* mice. (**D**) Plasma cholesterol levels (mean±SEM) of control and *Trpm6*-deficient mice. n.s. – not significantly different (Student’s t-test); n – number of mice examined. **DOI:** http://dx.doi.org/10.7554/eLife.20914.008

**Figure 3.**
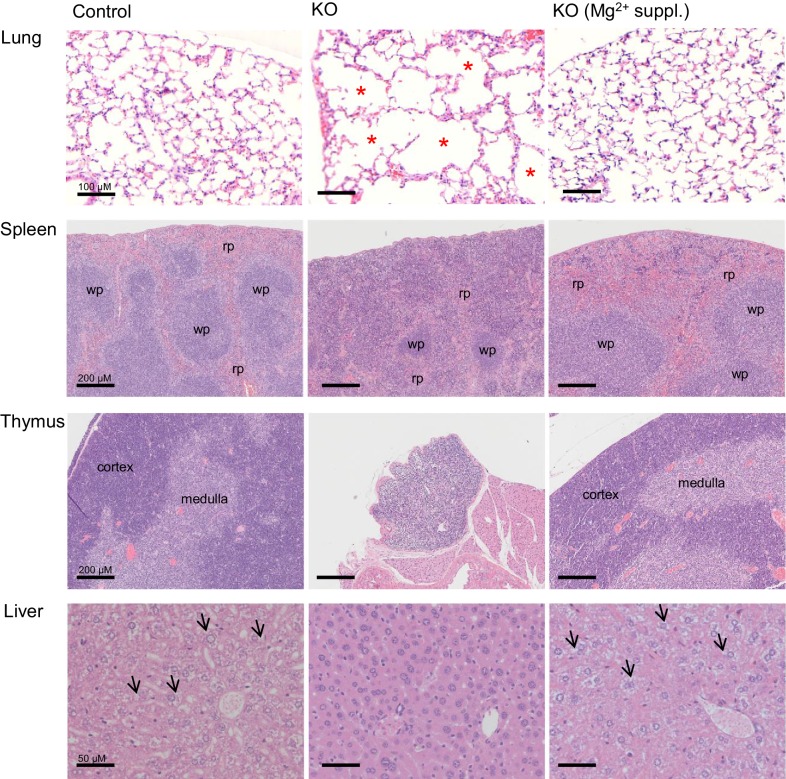
Histology of internal organs of *Trpm6-*deficient mice. Hematoxylin-eosin staining of paraffin embedded tissue sections of 12–13 week-old control (*Control*) and *Trpm6-*deficient (*KO*) mice maintained either on regular (0.22% Mg^2+^) or Mg^2+^ supplemented (0.75% Mg^2+^) chows. *Trpm6-*deficient mice maintained on the regular diet showed marked airspace enlargement (indicated by stars) mimicking lung emphysema, distortion of splenic red pulp (*rp*)/ white pulp (*wp*) microarchitecture, thymic atrophy, and reduction of intracellular glycogen in hepatocytes (indicated by arrows). Histological analysis was performed with three animals per group resulting in similar observations. **DOI:** http://dx.doi.org/10.7554/eLife.20914.009

Next, we asked whether the phenotype of *Trpm6*-deficient mice is caused by Mg^2+^ deficiency. We employed ICP-MS to compare the concentrations of main elements in serum from controls and *Trpm6*-deficient littermates. We found that, similar to humans with mutations in the *TRPM6* gene (Schlingmann et al., 2002; Walder et al., 2002), *Trpm6*-deficient mice developed hypomagnesemia (Figure 2J). Serum Mg^2+^ levels of mutant mice were only 0.58 mM (36% of control value, 1.58 mM), whereas concentrations of other elements were not changed (Figure 2J). A Mg^2+^-enriched diet is an efficient way to alleviate hypomagnesemia in humans lacking TRPM6 (Schlingmann et al., 2002; Walder et al., 2002). Therefore, we asked whether the phenotypes of *Trpm6*-deficient mice were caused by Mg^2+^ deprivation and could be rescued by dietary supplementation. To this end, we changed the regular chow (0.22% Mg^2+^) of 4 week-old mutant mice and control littermates for a Mg^2+^ enriched diet (0.75% Mg^2+^). Notably, none of the *Trpm6*-deficient mice died during the following 12 weeks of Mg^2+^ supplementation (Figure 2K). However, returning to regular chow resulted in 100% mortality of mutant mice within the following 13 weeks (Figure 2K). Mg^2+^ supplemented mutants neither exhibited kyphosis nor lipodystrophy (data not shown). Furthermore, the morphology of the lung, spleen, and thymus of Mg^2+^ supplemented mutants closely resembled that of control mice (Figure 3). We asked whether dietary Mg^2+^ supplementation of *Trpm6^βgeo/+^* parents would benefit the survival of *Trpm6*-deficient offspring. However, similar to a previous study (Walder et al., 2009), we found that this treatment was inefficient.

*Trpm6*-deficient adult mice phenocopy salient pathologies reported for a set of mouse strains advocated as genetic models of ‘accelerated’ or ‘premature’ aging (Kuro-o et al., 1997; Trifunovic et al., 2004; Kujoth et al., 2005; Varela et al., 2005; Mostoslavsky et al., 2006; Niedernhofer et al., 2006; van der Pluijm et al., 2007; López-Otín et al., 2013). Similar to *Trpm6*-deficient mice, the latter mutants display short lifespan, growth failure, low physical activity, kyphosis, lung emphysema, sarcopenia, lipodystrophy and degeneration of lymphoid organs. A characteristic feature of these mouse strains is suppression of the somatotropic axis accompanied by induction of xenobiotic detoxification gene networks in the liver (Niedernhofer et al., 2006; van de Ven et al., 2006; van der Pluijm et al., 2007; Schumacher et al., 2008; Garinis et al., 2009; Mariño et al., 2010), interpreted as a defensive organismal response, slowing down growth and metabolism in favor of somatic preservation (López-Otín et al., 2013). We asked whether *Trpm6*-deficient mice would also display such protective metabolic responses. In fact, we found that serum IGF1 concentrations were reduced in *Trpm6*-deficient mice as well (Figure 4A). Mutant mice had a lower core body temperature (Figure 4B) and a profoundly reduced urinary content of major urinary proteins (MUPs) (Figure 4C), two known features of supressed IGF1 signalling (Mariño et al., 2010; Bartke et al., 2013). Even though mutant mice showed signs of overall energy shortage, circulating levels of ketone bodies (ß-hydroxybutyrate) were not elevated (Figure 2—figure supplement 1C). When subjected to an oral glucose tolerance test, mutant mice displayed lower peripheral glucose concentrations than controls despite of a similar amount of insulin released, thus reflecting increased insulin sensitivity (Figure 2—figure supplement 1D,E), another hallmark of suppressed IGF1 signalling (Bartke et al., 2013). Notably, body weight and IGF1 serum levels were indistinguishable in Mg^2+^ supplemented mutant and control mice suggesting that the variations observed in mice maintained on a regular diet were induced by Mg^2+^ deficiency (Figure 2—figure supplement 1F,G).

**Figure 4.**
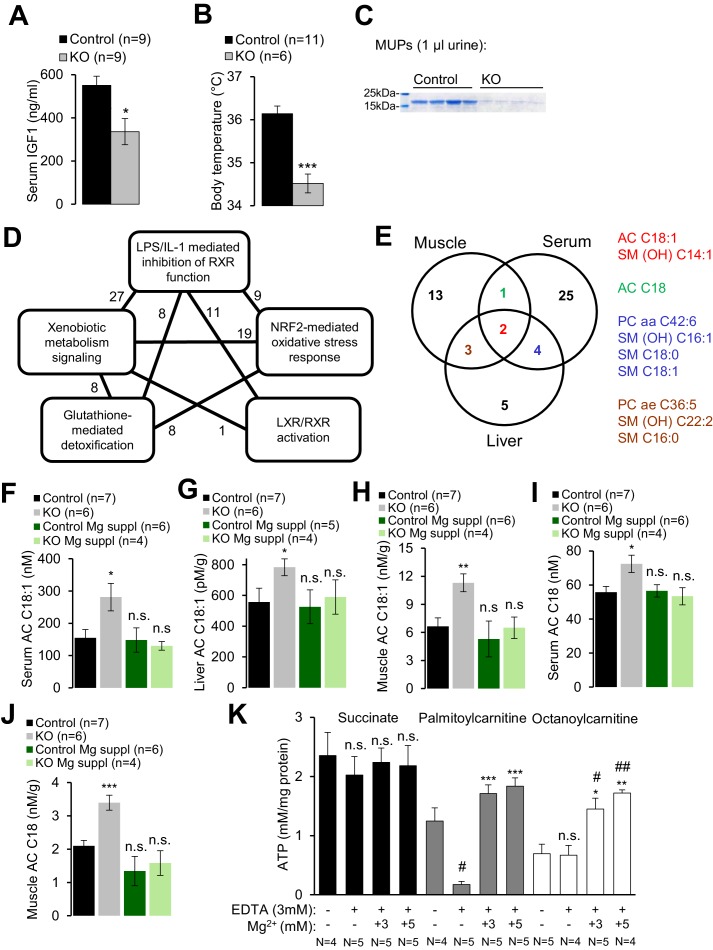
Assessment of metabolic profiles of *Trpm6*-deficient mice. (**A–C**) 8 week-old *Trpm6^fl/+^* (*Control*) and *Trpm6^Δ17/Δ17^;Sox2-Cre* (*KO*) littermates were evaluated for (**A**) serum IGF1, (**B**) body temperature, (**C**) urinary MUPs content in individual mice. Data are represented as mean±SEM. ***-p≤0.001; *-p≤0.05 (Student’s t-test); n – number of mice examined. (**D**) IPA analysis of genome-wide hepatic transcriptome profiling of *Trpm6*-deficient (n = 3) *vs* control (n = 4) littermates. The diagram shows the top 5 of IPA Canonical Pathways significantly changed in mutant mice (Supplementary file 2). Numbers of the commonly changed transcripts are indicated close to the lines connecting the pathways. (**E**) Venn diagram for sets of metabolites significantly changed (FDR p≤0.05) in serum, liver and gastrocnemius muscle *Trpm6*-deficient (n = 6) *vs* control (n = 8) littermates (Supplementary file 3). Commonly changed metabolites are listed in different colours as outlined in the Venn diagram. (**F–J**) Levels of AC C18:1 (**F–H**) and AC C18 (**I–J**) examined in the serum (**F, I**), liver (**G**) and gastrocnemius muscle (**H, J**) of *Trpm6*-deficient and control mice. Data are represented as mean±SEM. ***-p≤0.001; **-p≤0.01; *-p≤0.05; n.s. – not significantly different to control group maintained on a regular Mg^2+^ diet (one-way ANOVA); n – number of mice examined. (**K**) ATP production by mitochondria isolated from the liver of wildtype C57BL/6 mice with succinate, palmitoylcarnitine or octanoylcarnitine as energy sources. ATP levels were determined after 30 min incubation of untreated (*-*) or treated (*+*) mitochondria by EDTA with or without Mg^2+^. Data are represented as mean±SEM of 4–5 independent isolations (**N**). ^##^-p≤0.01; ^#^-p≤0.05 significantly different to the control group; ***-p≤0.001; **-p≤0.01; *-p≤0.05 significantly different to the EDTA treated group (Student’s t-test). n.s. – not significantly different. **DOI:** http://dx.doi.org/10.7554/eLife.20914.010

**Figure 4—figure supplement 1.**
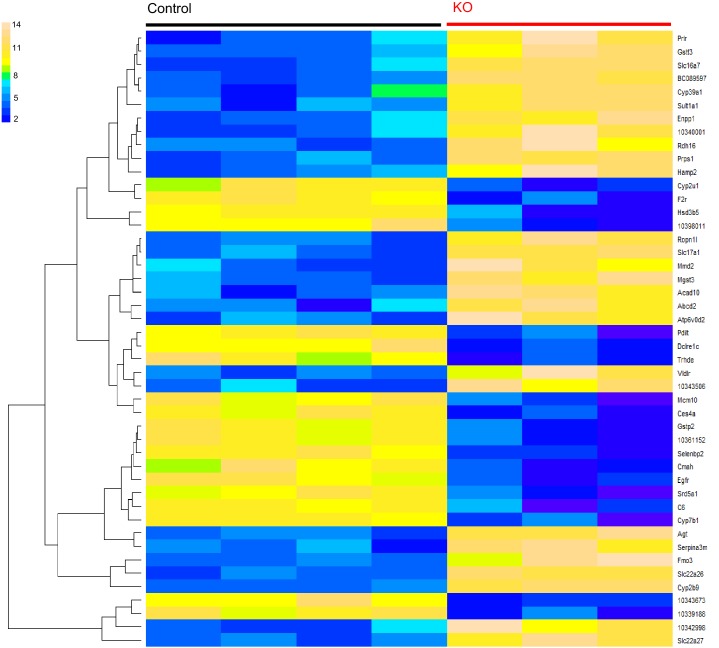
Gene expression profiling of *Trpm6*-deficient and control mice. Heatmap diagram of differently expressed genes with FDR p≤0.1 in the liver of 12–13 week-old control (*Trpm6^fl/+^*, n = 4) *vs Trpm6*-deficient (*Trpm6^Δ17/Δ17^;Sox2-Cre,* n = 3) male littermates. n – number of mice examined. **DOI:** http://dx.doi.org/10.7554/eLife.20914.011

**Figure 4—figure supplement 2.**
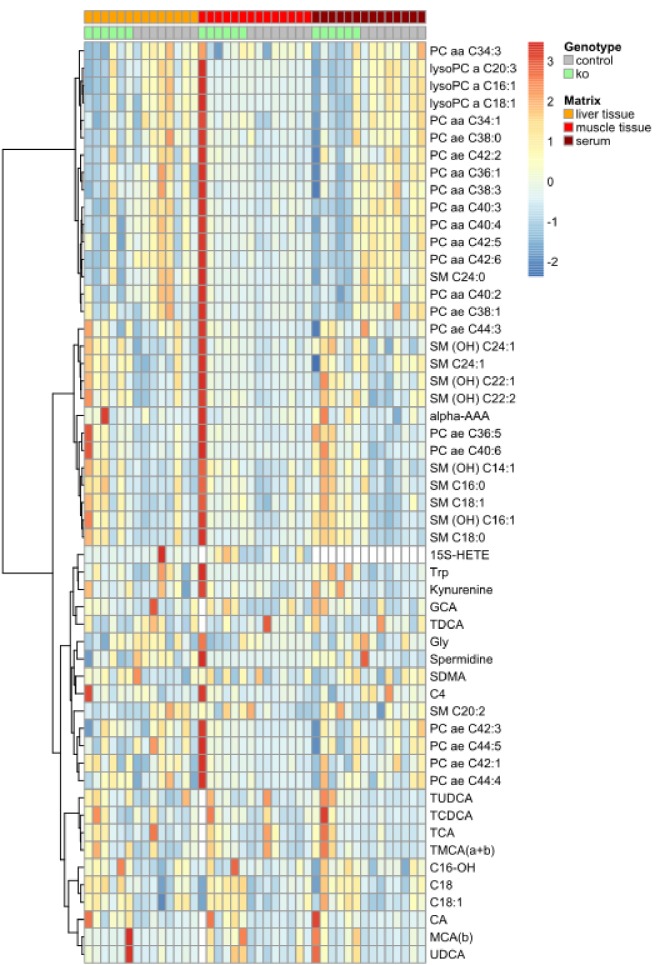
Metabolomic profiling of *Trpm6*-deficient and control mice. Profiling of metabolites in the serum, liver and gastrocnemius muscle samples from 8–10 week-old control (*Trpm6^fl/+^*, n = 8) and KO (*Trpm6^Δ17/Δ17^;Sox2-Cre*, n = 6) male littermates were studied for a panel of 237 metabolites outlined in Supplementary file 3. The heatmap diagram shows concentration levels scaled to zero mean and unit standard deviation of significantly changed metabolites for control and KO genotypes in a colour-coded way. n – number of mice examined. **DOI:** http://dx.doi.org/10.7554/eLife.20914.012

**Figure 4—figure supplement 3.**
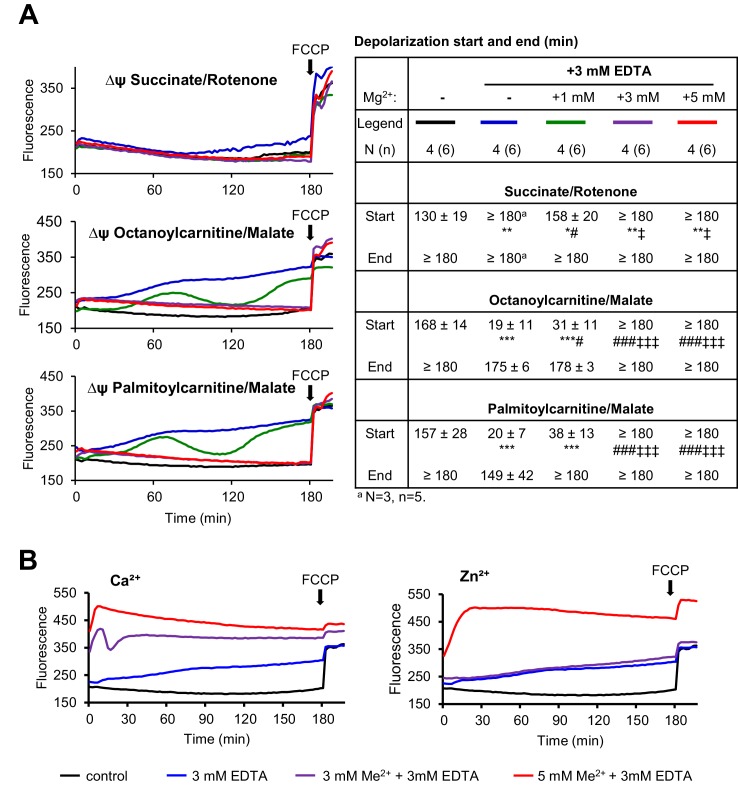
Assessment of the membrane potential (Δψ_m_) in isolated mitochondria. (**A**) Mitochondria isolated from the liver of wildtype C57BL/6 mice were incubated (30 min) in the presence of succinate/rotenone, octanoylcarnitine/malate or palmitoylcarnitine/malate as energy source. The *left panel* shows representative measurements of Δψ_m_ using Rh123 probe. As a positive control, carbonyl cyanide 4-(trifluoromethoxy)phenylhydrazone (FCCP) was added at the end of recording to induce breakdown of Δψ_m_. The *right panel* shows the calculated start- and endpoints of Δψ_m_ elicited by the application of 3 mM EDTA in the absence or presence of 1–5 mM Mg^2+^ for traces shown in *left panel*. Data are represented as mean±SD. N – independent mitochondria isolations; n – independent measurements. ***-p≤0.001, **-p≤0.01, *-p≤0.05 significant to the untreated (control) group; ^###^-p≤0.001, ^##^-p≤0.01, ^#^-p≤0.05 significant to 3 mM EDTA + 0 mM Mg^2+^ group; ^‡‡‡^-p≤0.001, ^‡‡^-p≤0.01, ^‡^-p≤0.05 significant to 3 mM EDTA + 1 mM Mg^2+^ group (Student’s t-test). (**B**) Representative measurements of ψ_m_ in the presence of 3 mM EDTA with/without 3–5 mM Ca^2+^ or Zn^2+^ performed analogously to (**A**). Three independent experiments showed similar results. **DOI:** http://dx.doi.org/10.7554/eLife.20914.013

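Liver RNA of 4 control and 3 Trpm6-deficient male littermates, aged 12 to 13 weeks, was profiled on a whole-transcript microarray, with 1 array per mouse. The control mice carried 1 floxed Trpm6 allele, and in the Trpm6-deficient mice exon 17 of Trpm6 was deleted with Sox2-Cre. Trpm6, the channel kinase gene that was targeted, had a log2 value of 5.51 ± 0.01 (SD, n = 4) in control and 5.46 ± 0.08 (SD, n = 3) in Trpm6-deficient livers. This is a log2 change of -0.05 (standard error 0.05, adjusted p = 0.882 from limma). Which exons its probe set reads was not examined, and a probe set outside exon 17 would not read the deletion. The level of Trpm6 lies below the median of every array (6.43 to 6.48) and above the lower quartile (5.05 to 5.11). Whether it is above background was not examined, and if it is not, the change cannot show a difference. Trpm7, the closest relative of Trpm6, had a log2 change of -0.09 (standard error 0.06, adjusted p = 0.851), with control 3 at 8.88 and the other controls at 8.76 to 8.77.
Of 20 measured channels and transporters of Mg2+, none passed limma's test at an adjusted p of 0.1 or less. At an unadjusted p of 0.05 or less 1 was higher and 2 were lower, and 1 was higher when adjusted over the list alone. This was Nipal1, a Mg2+ transporter gene with a log2 change of 2.35 (standard error 0.47, adjusted p = 0.322). The list as a set did not pass (median -0.04, mean 0.06, adjusted p = 0.149 from camera), but without Trpm6-deficient 3 it passed, lower (median -0.10, adjusted p = 0.0363). Xist, the transcript of the inactive X chromosome of females, lay between 3.97 and 4.00 on all 7 arrays, with control 3 the lowest. The Y-linked transcript Eif2s3y was at 9.30 ± 0.22 (SD, n = 4) in control and 9.29 ± 0.04 (SD, n = 3) in Trpm6-deficient livers.
The authors corrected the background, normalized the arrays and summarized the probes by RMA, and deposited log2 values. These values were fitted with limma as deposited, without a covariate, and adjusted by the method of Benjamini and Hochberg over all probe sets. The array medians lay between 6.43 and 6.48, and the number of arrays limits the precision. Gene names came from the platform annotation, in which 21789 probe sets have 1 gene symbol, 1621 have several and 12146 have none. Gene lists were tested as sets with camera, a function of limma, at a preset correlation of 0.01 between genes. Of 41 lists, 22 passed at an adjusted p of 0.1 or less with the preset value, and 3 passed with an estimated correlation, the female-biased, male-biased and LXR lists. In the 18 splits of the 7 arrays with 1 Trpm6-deficient and 2 control arrays against the rest, which mix the groups, 2 to 19 lists passed with the preset value. A call with it is therefore weak evidence of a difference between the groups.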

Finally, we performed whole-genome profiling of the liver transcriptome (Supplementary file 1). Applying a cut-off value of p≤0.1 for the false discovery rate (FDR), we identified 46 genes up- or down-regulated in the livers of *Trpm6*-deficient mice (Figure 4—figure supplement 1, Supplementary file 1). 

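Cyp2b9, a cytochrome P450 gene of female mouse liver, rose from 5.10 ± 0.27 (SD, n = 4) in control to 13.81 ± 0.29 (SD, n = 3) in Trpm6-deficient livers, a log2 change of 8.71 (standard error 0.19, adjusted p = 8.27e-05 from limma). Its control level is at the lower quartile of the arrays (5.05 to 5.11), and if this is background the change is a lower bound. Atp6v0d2, a vacuolar ATPase subunit gene, rose by 3.13 on the log2 scale (standard error 0.30, adjusted p = 0.0623). Vldlr, a lipoprotein receptor gene, rose by 1.71 (standard error 0.20, adjusted p = 0.0903), and Abcd2, a peroxisomal fatty acid transporter gene, by 2.72 (standard error 0.32, adjusted p = 0.0879). Hsd3b5, a steroid dehydrogenase gene of male mouse liver, fell by 6.01 on the log2 scale (standard error 0.64, adjusted p = 0.0735), to 8.04 in Trpm6-deficient 1 and lower in the other Trpm6-deficient livers. Serpina4-ps1, a serpin pseudogene, fell by 5.11 (standard error 0.49, adjusted p = 0.0623), with control 4 at 12.10 and the other controls at 10.95 to 11.13. Selenbp2, a selenium-binding protein gene, fell by 1.81 (standard error 0.09, adjusted p = 0.00359). Egfr, a growth factor receptor gene, fell by 1.48 (standard error 0.13, adjusted p = 0.0474), and C6, a terminal complement gene, fell by 2.55 (standard error 0.28, adjusted p = 0.0788). Hamp2, a gene of the hepcidin family, rose by 2.11 (standard error 0.22, adjusted p = 0.0697), and Rdh16f2, a retinol dehydrogenase gene, by 1.54 (standard error 0.07, adjusted p = 0.00353). Ces4a, a carboxylesterase gene, fell by 1.73 (standard error 0.13, adjusted p = 0.0313), and F2r, the thrombin receptor gene, by 1.25 (standard error 0.10, adjusted p = 0.0405). Pdilt, a disulfide isomerase gene, fell by 0.88 (standard error 0.09, adjusted p = 0.0697), and Cmah, a sialic acid hydroxylase gene, by 0.82 (standard error 0.10, adjusted p = 0.0955).
Of 45 genes known to be higher in female than in male mouse liver 35 were measured, of which 9 rose and 26 did not pass (30 higher when adjusted over the list alone). Their median log2 change was 1.71 (adjusted p = 1.38e-45 from camera, adjusted p = 0.0508 with an estimated correlation, and adjusted p = 0.00136 from fry, which tests whether a set moves one way without comparing it with other genes). Of 37 genes known to be higher in male liver 32 were measured, of which 7 fell and 25 did not pass (30 lower when adjusted over the list alone). Their median was -1.42 (adjusted p = 7.95e-48 from camera, adjusted p = 0.0694 with an estimated correlation, and adjusted p = 0.00543 from fry). Both lists were written after the study's table of 46 transcripts and the first 1998 probe sets of its table of all transcripts had been seen. Of their members, 30 and 7 were in these tables, so the 2 results are not independent of them.

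**Figure D1:**
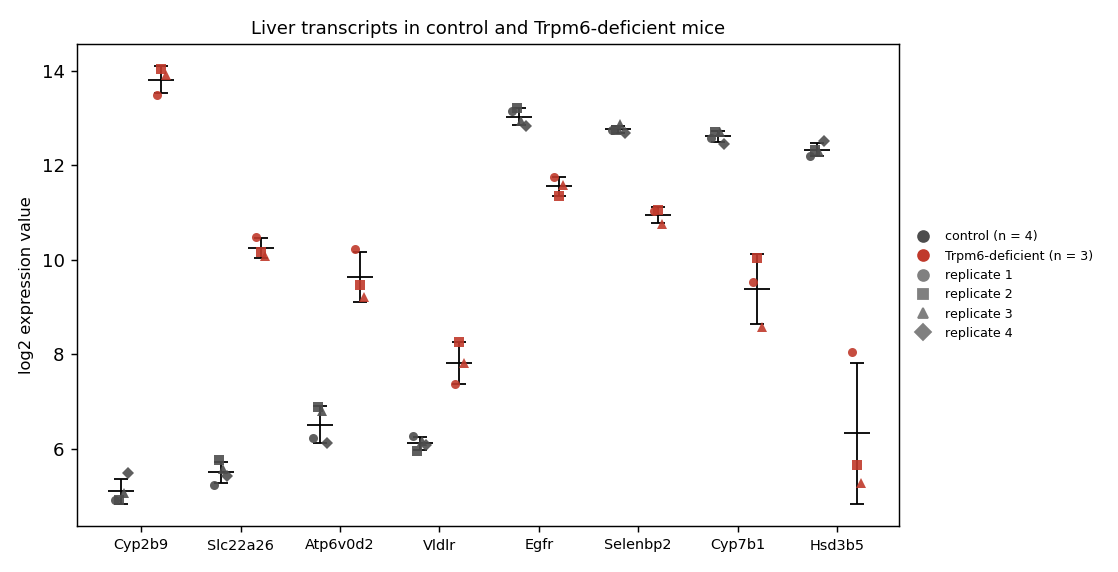
Log2 expression values of 8 transcripts that passed limma's test, with 1 point per liver (control, n = 4; Trpm6-deficient, n = 3), the mean as a horizontal line and the SD as bars. The groups are apart for each transcript, and Hsd3b5 spreads most among the Trpm6-deficient livers.

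In all, 46 probe sets passed limma's test at an adjusted p of 0.1 or less, of which 27 rose and 19 fell. Of these, 33 have 1 gene symbol, 2 have several and 11 have none, and 31 changed by 1 log2 unit or more. The groups did not overlap in any of the 46, which follows largely from their selection by small p-values and is no added evidence. Of all probe sets, 5.33% showed no overlap, where chance gives 5.71%. The number of calls was 9, 10, 7 and 9 without control 1, 2, 3 and 4, and 69, 17 and 14 without Trpm6-deficient 1, 2 and 3. It was 8 with age as a covariate, 14 at an adjusted p of 0.05 or less, and 70 over the probe sets with a mean log2 value of 5 or more. With age as a covariate log2 changes stayed close, at 8.70 for Cyp2b9, -6.09 for Hsd3b5 and -2.61 for C6. The lower count with age therefore does not show that age accounts for these changes.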

The majority of affected transcripts code for solute carrier transporters, cytochrome P450 metabolising enzymes, glutathione S-transferases and proteins metabolizing steroids. 

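Slc22a26 and Slc22a27, organic anion transporter genes of the solute carrier family, rose by 4.75 (standard error 0.15, adjusted p = 0.000498 from limma) and 3.01 (standard error 0.19, adjusted p = 0.0124) on the log2 scale. The control level of Slc22a27, 4.60, lies below the lower quartile of every array, so if it is background the change is a lower bound. Slc16a7, a monocarboxylate transporter gene, rose by 1.38 (standard error 0.12, adjusted p = 0.0428), and Slc17a1, an organic anion transporter gene, by 0.74 (standard error 0.05, adjusted p = 0.0154). Cyp39a1, an oxysterol hydroxylase gene, rose by 1.46 (standard error 0.17, adjusted p = 0.0903). Cyp7b1, another oxysterol hydroxylase gene, fell by 3.23 (standard error 0.32, adjusted p = 0.0660), and Cyp2u1, a fatty acid hydroxylase gene, fell by 1.37 (standard error 0.14, adjusted p = 0.0697). The glutathione S-transferase gene Gstt3 rose by 1.86 (standard error 0.19, adjusted p = 0.0697). Mgst3, a microsomal gene of the same family, rose from 7.75 ± 0.19 (SD, n = 4) to 9.34 ± 0.18 (SD, n = 3) (adjusted p = 0.0400). Rdh16, a retinol and steroid dehydrogenase gene, rose by 1.07 (standard error 0.12, adjusted p = 0.0743).
Of the 33 called probe sets with 1 gene symbol, 12 (36.4%) belonged to at least 1 of the 4 families, and 9 of these rose and 3 fell. Among the 21789 tested probe sets with 1 symbol the share was 2.45% (one-sided Fisher's exact test, p = 9.23e-12). There were 4 solute carriers (p = 0.00259), 4 cytochromes P450 (p = 7.72e-06), 2 glutathione S-transferases (p = 0.000552) and 4 transcripts of steroid metabolism (p = 1.31e-06) by the same exact test. Cyp39a1 and Cyp7b1 count both as cytochromes P450 and in steroid metabolism.
Families were assigned by patterns in the gene symbol. The study named them from these same samples and transcripts are not independent of one another, so the p-values are too small. The 12 became 5, 4, 3 and 6 without control 1, 2, 3 and 4, 8 and 7 without Trpm6-deficient 2 and 3, and 4 with age as a covariate.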

As expected, Ingenuity Pathway Analysis (IPA) revealed that the inactivation of *Trpm6* is associated with an induction of interconnected gene networks controlling toxicity responses and xenobiotic metabolism governed by nuclear receptors such as retinoid X receptors (RXR), liver X receptor (LXR) and farnesoid X receptor (FXR) (Figure 4D, Supplementary file 2). Hence, *Trpm6*-deficient mice were characterized by suppression of the somatotropic axis and induction of xenobiotic detoxification responses.

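Abcg8 and Abcg5, the sterol exporter genes that LXR induces, had log2 changes of 0.44 (standard error 0.12, adjusted p = 0.523 from limma) and 0.38 (standard error 0.14, adjusted p = 0.678). Srebf1, a regulator of lipid synthesis and LXR target, had one of 0.66 (standard error 0.23, adjusted p = 0.650). None of 16 measured LXR targets passed limma's test, over all probe sets or adjusted over the list alone, and 6 were higher at an unadjusted p of 0.05 or less. As a set they rose, with a median of 0.16 (adjusted p = 4.74e-05 from camera, adjusted p = 0.0694 with an estimated correlation, and adjusted p = 0.0214 from fry). Of the 35 ways to split the 7 arrays into 4 and 3, the real one included, 3 gave a median as large.
Sdc1, a cell surface proteoglycan gene that FXR, the bile acid receptor, induces, had a log2 change of 0.51 (standard error 0.07, adjusted p = 0.142). Slc51b, a bile acid exporter gene, had one of 1.05 (standard error 0.35, adjusted p = 0.641), and Nr0b2, a repressor of bile acid synthesis, one of 0.02 (standard error 0.23, adjusted p = 0.998). None of 10 measured FXR-induced genes passed limma's test (4 higher at an unadjusted p of 0.05 or less), and 3 were higher when adjusted over the list alone. The median of this list was 0.11 (adjusted p = 0.0131 from camera, adjusted p = 0.235 with an estimated correlation, and adjusted p = 0.0918 from fry), and 7 of the 35 splits gave one as large. Without control 3 the median was 0.06 and the adjusted p from camera was 0.103.
Cyp1a1, the classical target of the aryl hydrocarbon receptor, had a log2 change of 0.03 (standard error 0.13, adjusted p = 0.982). None of 7 targets of this receptor passed limma's test (2 higher at an unadjusted p of 0.05 or less), and 1, the quinone reductase gene Nqo1, was higher when adjusted over the list alone. The set did not pass (adjusted p = 0.325 from camera). Of 14 genes of bile acid synthesis, 1 rose, 1 fell and 12 did not pass (2 higher and 4 lower when adjusted over the list alone). The set did not pass (adjusted p = 0.274 from camera), and Cyp7a1, its rate-limiting enzyme, had a log2 change of 0.35 (standard error 0.55, adjusted p = 0.931).
The molecules of 5 of the study's pathways were matched by symbol and counted at an unadjusted p of 0.05 or less from limma. For LXR and RXR activation, 17 of 20 were higher and 3 lower, and for the inhibition of RXR function 30 of 37 were higher and 6 lower. For glutathione-mediated detoxification these were 7 and 2 of 10, for the NRF2 response 15 and 10 of 27, and for aryl hydrocarbon receptor signalling 16 and 6 of 23. At an adjusted p of 0.1 or less 2 molecules of glutathione-mediated detoxification rose and 1 of each other pathway, and none fell. For LXR and RXR activation this was Agt, the angiotensinogen gene, with a log2 change of 0.43 (standard error 0.04, adjusted p = 0.0697). The study chose these molecules on these same samples, so their direction is not independent evidence.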

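Igf1, the main effector of growth hormone in liver, had a log2 value of 12.85 ± 0.08 (SD, n = 4) in control and 12.72 ± 0.12 (SD, n = 3) in Trpm6-deficient livers. This is a log2 change of -0.13 (standard error 0.08, adjusted p = 0.836 from limma). Ghr, the growth hormone receptor gene, had a log2 change of -0.19 (standard error 0.07, adjusted p = 0.699), and Igfals, which encodes a carrier of IGF1 in serum, one of -0.29 (standard error 0.13, adjusted p = 0.770). Igfbp2, an IGF-binding protein gene, had one of 0.56 (standard error 0.19, adjusted p = 0.645). None of 15 measured genes of the somatotropic axis passed limma's test, over all probe sets or adjusted over the list alone (1 higher and 1 lower at an unadjusted p of 0.05 or less). The set did not pass either, with a median of 0.03 (adjusted p = 0.874 from camera). Camera asks whether a list moves in 1 direction, but Ghr and Igfbp2 in this list moved in opposite ones. The set test and the median therefore cannot decide whether the axis is suppressed. The form of fry that asks for changes in either direction did not pass (adjusted p = 0.330).
Mup21, Mup5 and Mup3 encode major urinary proteins, which growth hormone induces in male liver. They are the 3 of 12 listed genes that were measured, since the other 9 have no probe set with that symbol alone. Their log2 changes were -2.06 (standard error 0.48, adjusted p = 0.415), -0.97 (standard error 0.24, adjusted p = 0.437) and -0.64 (standard error 0.23, adjusted p = 0.673). For Mup5 control 3 was at 7.35 and the other controls at 7.75 to 7.79. All 3 were lower when adjusted over the list alone, and the list passed as a set with the preset correlation (adjusted p = 0.000193 from camera) and by fry (adjusted p = 0.0767), but not with an estimated correlation (adjusted p = 0.235 from camera).
Sult1a1, a sulfotransferase gene of xenobiotic conjugation, rose by 0.71 on the log2 scale (standard error 0.07, adjusted p = 0.0651). It was the 1 of 23 measured targets of CAR and PXR, the xenobiotic receptors, to pass limma's test, and 14 were higher when adjusted over the list alone. Cyp2b10, the classical CAR target, had a log2 change of 3.29 (standard error 0.51, adjusted p = 0.180). Slco1a4, an organic anion uptake gene, had one of 1.72 (standard error 0.24, adjusted p = 0.132), and Cyp3a11, the classical PXR target, one of 0.02 (standard error 0.34). The median of the list was 0.45 (adjusted p = 1.06e-12 from camera, adjusted p = 0.158 with an estimated correlation, and adjusted p = 0.0487 from fry). Of these 23 targets, 13 were in the study's tables seen before the list was written, so the p-values are not independent of them. Another split of the arrays gave a median of 0.4483 in size, against 0.4533 in the real one.
Of 28 targets of NRF2, the regulator of antioxidant genes, 1 rose, the transferase gene Mgst3, and 27 did not pass (8 higher and 1 lower when adjusted over the list alone). Nqo1 had a log2 change of 1.37 (standard error 0.24, adjusted p = 0.232). Gstp1, a glutathione S-transferase gene higher in male liver, had one of -0.93 (standard error 0.13, adjusted p = 0.129). The median of the list was 0.27 (adjusted p = 5.98e-06 from camera, adjusted p = 0.175 with an estimated correlation, and adjusted p = 0.0487 from fry). Of these 28 targets, 12 had been seen in the same way, and another split gave a median of 0.26 in size. Of 22 glutathione S-transferase genes, 2 rose and 20 did not pass (12 higher and 1 lower when adjusted over the list alone). Their median was 0.32 (adjusted p = 1.01e-08 from camera, adjusted p = 0.103 with an estimated correlation, and adjusted p = 0.0213 from fry), and without Trpm6-deficient 2 it was 0.20 (adjusted p = 5.16e-05 from camera).

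**Figure D2:**
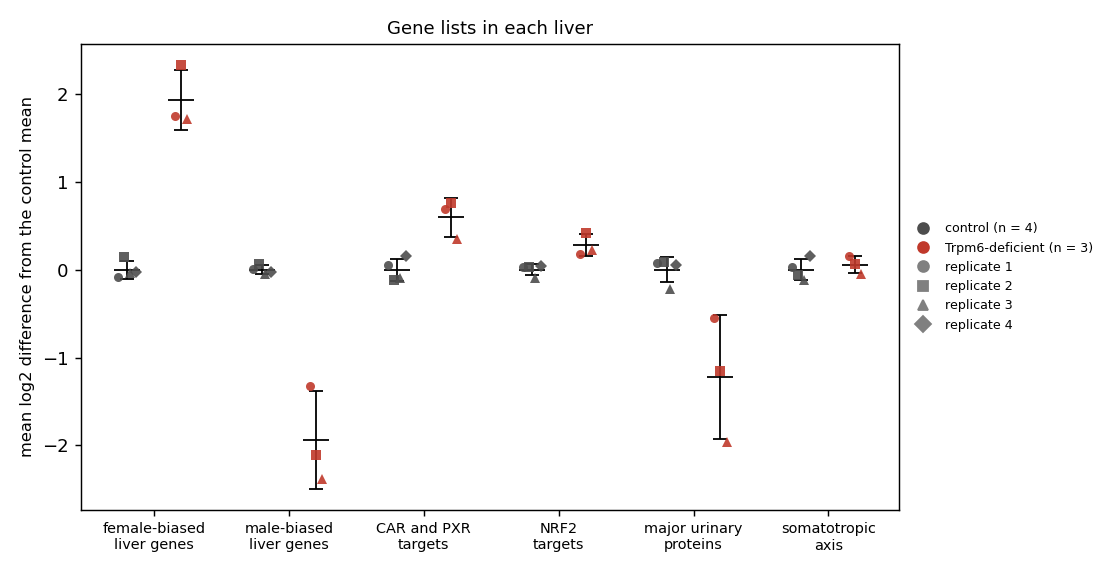
Mean log2 difference from the control mean over the members of 6 gene lists, with 1 point per liver (control, n = 4; Trpm6-deficient, n = 3), the group mean as a horizontal line and the SD as bars. The male-biased list lies at -1.32, -2.11 and -2.39 in Trpm6-deficient 1, 2 and 3.

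The paper concludes that the somatotropic axis is suppressed and that detoxification of xenobiotics is induced in Trpm6-deficient mice. This conclusion draws on serum IGF1, body temperature, urinary proteins and insulin sensitivity, and on the pathway analysis of its liver transcripts. The paper also reports that serum IGF1 did not differ from controls under Mg2+ supplementation. Serum IGF1, body temperature and urinary proteins were measured in mice younger than the 12 to 13 weeks of these livers. Liver RNA of Igf1 and of the Mup genes therefore does not test these measures directly.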

### *Trpm6*-deficient mice display insufficient utilization of long-chain acylcarnitines

To gain mechanistic insight into the altered energy metabolism of mutant mice, we quantified serum, liver and skeletal muscle levels of 237 metabolites (Supplementary file 3, Figure 4—figure supplement 2). Unexpectedly, alterations in *Trpm6*-deficient mice (FDR p≤0.1) were restricted to only several metabolites representing mainly long-chain acylcarnitines (AC), phosphatidylcholines (PC), and sphingomyelins (SM) (Figure 4E). These findings, as well as the results of gene array profiling (Figure 4D) suggest that sustained Mg^2+^ deficiency triggers a specific metabolic response rather than widespread unsystematic changes. 

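Acad10, an acyl-CoA dehydrogenase gene, rose by 0.45 on the log2 scale (standard error 0.05, adjusted p = 0.0903 from limma). It was 1 of 22 measured genes of the carnitine shuttle and mitochondrial beta-oxidation, of which 21 did not pass (5 higher and 2 lower when adjusted over the list alone). Cpt1a, which encodes the enzyme that loads long-chain fatty acids onto carnitine, had a log2 change of -0.46 (standard error 0.11, adjusted p = 0.432). Cpt2, which encodes the enzyme that takes them off inside the mitochondrion, had one of -0.09 (standard error 0.09, adjusted p = 0.892). The set did not pass (median -0.01, mean 0.04, adjusted p = 0.325 from camera). It passed, higher, without control 1 (median 0.06, adjusted p = 0.0915) and without Trpm6-deficient 3 (median 0.07, adjusted p = 0.00924).
None of 80 measured genes of the respiratory chain and ATP synthase passed limma's test, over all probe sets or adjusted over the list alone (11 higher and 3 lower at an unadjusted p of 0.05 or less). Their median was 0.05 (adjusted p = 0.00648 from camera, and adjusted p = 0.570 with an estimated correlation). This rests on Trpm6-deficient 1: the mean difference of the list from the control mean was 0.21 there and 0.01 and 0.00 in Trpm6-deficient 2 and 3, and without it the median was 0.00 (adjusted p = 0.948 from camera). Without control 2 the median was 0.03 (adjusted p = 0.0221). Of 27 targets of PPARA, the regulator of fatty acid oxidation, 1 rose, the transporter gene Abcd2, and 26 did not pass (9 higher and 4 lower when adjusted over the list alone). The set did not pass (adjusted p = 0.319 from camera), but it passed, higher by the direction of the test, without control 2 (median -0.04, adjusted p = 0.0670) and without Trpm6-deficient 3 (median 0.13, adjusted p = 0.0362). None of 10 hepatocyte markers passed limma's test at an adjusted p of 0.1 or at an unadjusted p of 0.05, and their median was 0.01 (0.05 without control 1, where the set passed at an adjusted p of 0.0532 from camera).
Over the whole array, 0.129% of probe sets passed the adjusted test. At an unadjusted p of 0.05 or less 2444 probe sets (6.87%) passed limma's test, 1368 higher and 1076 lower. Of the 35 ways to split the 7 arrays into 4 and 3, the real one included, 5 gave as many, the highest 3107. Of 50 simulated changes each, 22 were called at a log2 size of 0.5, 37 at 1 and 49 at 2, so small changes can be missed with 7 arrays. In the data larger log2 changes also did not pass limma's test, such as Cyp2b10 at 3.29 (adjusted p = 0.180) and Nipal1 at 2.35 (adjusted p = 0.322).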

In line with this idea, we noted that AC C18:1 and the related AC C18 were consistently increased in tissues of *Trpm6*-deficient mice (Figure 4F–J), whereas carnitine levels were not changed (Supplementary file 3). In conjunction with lowered concentrations of glucose and unchanged ketogenesis (Figure 2—figure supplement 1C), this constellation is a metabolic ‘signature’ of a frequent inherited human disorder characterized by inefficient β-oxidation of fatty acids due to mitochondrial carnitine palmitoyltransferase II deficiency (Gempel et al., 2002; Bonnefont et al., 2004). AC C18:1 and C18 levels were normalized in serum and tissues obtained from Mg^2+^ supplemented mutants (Figure 4F–J), implying that metabolic changes of AC were caused by Mg^2+^ deficiency.

Consequently, we asked whether Mg^2+^ would specifically affect mitochondrial ATP production (Figure 4K) and maintenance of the mitochondrial membrane potential (MMP) (Figure 4—figure supplement 3A). To address this question, wildtype liver mitochondria were incubated in a buffer containing 3 mM EDTA with or without 1–5 mM Mg^2+^. Such manipulations had no negative effect on mitochondrial respiration when succinate was offered as an energy source (Figure 4K, Figure 4—figure supplement 3A). In contrast, mitochondria failed to utilize octanoylcarnitine or palmitylcarnitine for ATP production (Figure 4K) and to maintain MMP (Figure 4—figure supplement 3A) in the presence of EDTA. Importantly, ATP production and MMP could be fully rescued by the administration of 3–5 mM Mg^2+^ (Figure 4K, Figure 4—figure supplement 3A), but not Zn^2+^ or Ca^2+^ (Figure 4—figure supplement 3B). Thus, sustained Mg^2+^ deprivation impairs energy homeostasis resulting in a catabolic metabolism in *Trpm6*-deficient mice, at least partially due to insufficient mitochondrial utilization of AC.

### *Trpm6* null mice develop Mg^2+^ deficiency due to a defect in intestinal Mg^2+^ uptake

Next, we investigated the etiology of hypomagnesemia in *Trpm6*-deficient mice. ~50% of body Mg^2+^ content is stored in bones, ~30% in muscle tissues and only ~1% in the serum (de Baaij et al., 2015). Using ICP-MS we studied the Mg^2+^ content in bones (right tibia) and gastrocnemius muscle, and observed that Mg^2+^ levels in bones of *Trpm6* null mice were only 24% of control values (Figure 5A). Furthermore, the Mg^2+^ content of muscle was also significantly reduced in *Trpm6*-deficient mice (Figure 5B). Hence, *Trpm6*-deficient mice develop a severe systemic Mg^2+^ deficit.

**Figure 5.**
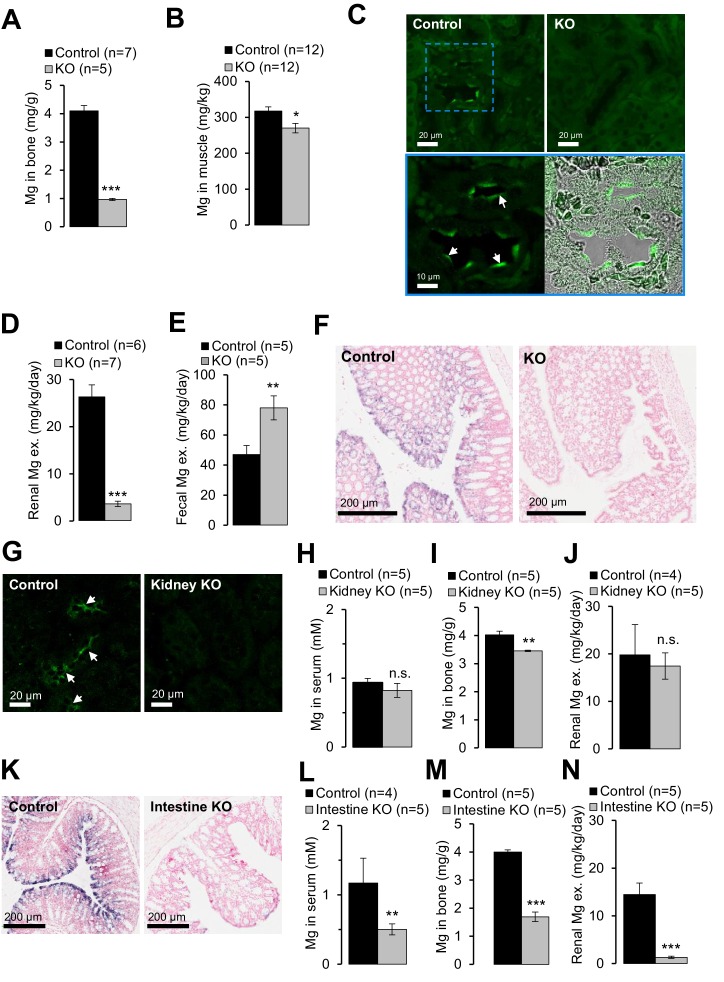
Examining of Mg^2+^ balance in *Trpm6*-deficient adult mice. (**A–F**) Assessment of 8 week-old *Trpm6^fl/+^* (*Control*) and *Trpm6^Δ17/Δ17^;Sox2-Cre* (*KO*) littermate males. (**A**) Mg^2+^ levels in bones and (**B**) gastrocnemius muscle assessed by ICP-MS. (**C**) Immunostaining of kidney cryosections using a TRPM6-specific antibody. Representative images are shown (n = 2 tissues per genotype). The blue square indicates the position of the confocal and differential interference contrast magnified images acquired from control tissue. Arrows indicate labelling of the apical surface of renal tubules. (**D**) 24 hr urinary and (**E**) fecal Mg^2+^ excretion rates. (**F**) ISH on paraffin sections obtained from the colon of control and *Trpm6-*deficient mice (n = 2 tissues per genotype). (**G–J**) Examination of 6 month-old *Trpm6^fl/+^* (*Control*) and *Trpm6^Δ17/fl^;Ksp-Cre* (*Kidney KO*) littermate males. (**G**) Immunostaining of TRPM6 in kidney cryosections. *Arrows* indicate labelling of renal tubules. (**H–I**) Determination of Mg^2+^ in serum (**H**) and bones (**I**). (**J**) 24 hr urinary Mg^2+^ excretion rate. (**K–N**) Assessment of 6 month-old *Trpm6^fl/+^* (*Control*) and *Trpm6^Δ17/fl^;Villin1-Cre* (*Intestine KO*) littermate males. (**K**) ISH on paraffin sections of the colon using a *Trpm6-*specific probe (n = 2 tissues per genotype). (**L, M**) Mg^2+^ levels in the serum (**L**) and bones (**M**). (**N**) 24 hr urinary Mg^2+^ excretion rate. Data are represented as mean±SEM. ***-p≤0.001; **-p≤0.01; *-p≤0.05; n.s. – not significantly different (Student’s t-test); n – number of mice examined. Histological analysis in (**F**) and (**K**) was performed with n = 3 animals per group resulting in similar observations. **DOI:** http://dx.doi.org/10.7554/eLife.20914.014

**Figure 5—figure supplement 1.**
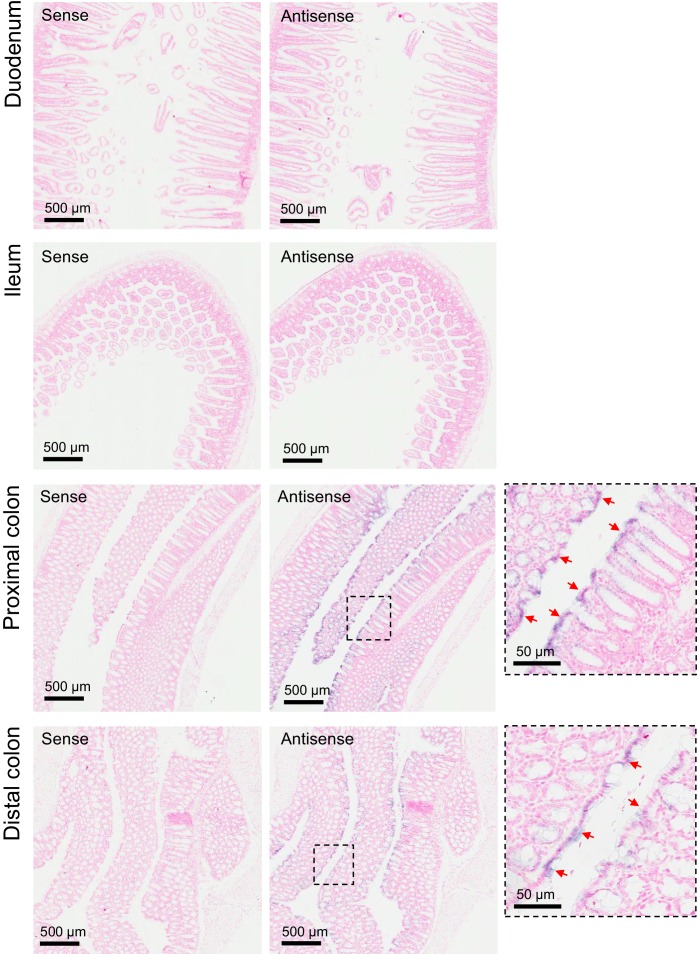
Expression pattern of *Trpm6* in the intestine. ISH on serial paraffin sections obtained from wildtype intestine using sense (left) and antisense (right) DIG-labelled probes for *Trpm6.* Boxes indicate the positions of the magnified images of the proximal and distal colon. Representative images of n = 3 tissues are shown. Arrows indicate *Trpm6*-positive cells in the colon. *Note: Trpm6* transcripts were not detectable in the duodenum and ileum and specifically present in the absorptive epithelium cells of the proximal and distal colon. **DOI:** http://dx.doi.org/10.7554/eLife.20914.015

It is generally assumed that the distal convoluted tubule (DCT) of the kidney is critical for whole-body Mg^2+^ balance (de Baaij et al., 2015). Accordingly, immunostaining of control kidney cryosections with a TRPM6-specific antibody labelled nephron segments resembling DCT (Figure 5C). TRPM6 was not detectable in the kidneys of *Trpm6-*deficient mice. Surprisingly, mutant mice exhibited substantially reduced urinary Mg^2+^ excretion (only 14% of control values, Figure 5D), whereas fecal Mg^2+^ loss was significantly increased (166%, Figure 5E), indicating that mice lacking TRPM6 develop Mg^2+^ deficiency primarily due to impaired intestinal Mg^2+^ uptake. Therefore, we studied the expression pattern of *Trpm6* in the intestine. Because the TRPM6-specific antibody did not efficiently and specifically detect TRPM6 protein in the intestine, we resorted to ISH (Figure 5—figure supplement 1). *Trpm6* transcripts were not detectable in the small intestine, but *Trpm6*-specific signal was observed in absorptive epithelial cells of the colon (Figure 5—figure supplement 1). The colon of mutant mice was not stained by a *Trpm6*-specific ISH probe (Figure 5F), consistent with the notion that systemic Mg^2+^ deficit in *Trpm6*-deficient mice was primarily caused by a defect of Mg^2+^ uptake in the colon.

To directly assess the contribution of the kidney versus intestine to the *Trpm6* null phenotype, we employed *Ksp-Cre* (Shao et al., 2002) and *Villin1-Cre* (Madison et al., 2002) transgenic mice to specifically ablate floxed *Trpm6* alleles in renal and intestinal epithelial cells, respectively (Table 1). Surprisingly, conditional *Trpm6* inactivation in the kidney neither impacted serum Mg^2+^ concentration nor urinary Mg^2+^ excretion, and bone Mg^2+^ content was only slightly reduced (Figure 5G–J). In contrast, disruption of *Trpm6* in the intestine resulted in hypomagnesemia, reduced bone Mg^2+^ content and lowered urinary Mg^2+^ excretion (Figure 5K–N), indicating that wildtype kidneys are not able to compensate for the ablation of intestinal TRPM6. Hence, in contrast to current thinking, our findings support the new concept that *Trpm6*-dependent Mg^2+^ uptake in the intestine plays an indispensable role for systemic Mg^2+^ balance.

### TRPM6 cooperates with TRPM7 to regulate divalent cation currents

TRPM6 is invariably co-expressed with the TRPM7 channel and the question as to why TRPM6 function is non-redundant remains central to a mechanistic understanding of the *Trpm6* null phenotype. Because *Trpm6* expression levels in the epithelial cells of the colon (Figure 5—figure supplement 1) and the kidney (Figure 5C) are highly heterogeneous, we searched for an alternative native cell model to dissect the functional interplay of TRPM6 and TRPM7. Trophoblast stem (TS) cells are widely used to study the transport function of placental trophoblasts (Tanaka et al., 1998; Simmons and Cross, 2005) and, as shown before (Figure 1), this cell type is crucial for the fetal *Trpm6* phenotype. Therefore, we derived *Trpm6^+/+^* and *Trpm6*-deficient (*Trpm6^βgeo/βgeo^*) TS cells from e3.5 blastocysts isolated from *Trpm6^βgeo/+^* parents (Figure 6—figure supplement 1A). We also produced *Trpm7^+/+^* and *Trpm7*-deficient (*Trpm7^Δ17^*^/^*^Δ17^*) TS cells (Figure 6—figure supplement 2A) using *Trpm7^Δ17/+^* mice (Jin et al., 2008). As expected, RT-PCR analysis revealed that wildtype TS cells expressed TRPM6 and TRPM7 (Figure 6—figure supplement 1B, Figure 6—figure supplement 2B). *Trpm6^βgeo/βgeo^* TS cells were maintained in culture for >40 passages. Furthermore, analysis of DNA content showed that the proportion of polyploidy was similar in *Trpm6^+/+^* and *Trpm6^βgeo/βgeo^* TS cells (Figure 6—figure supplement 1C,D), suggesting that inactivation of *Trpm6* did not affect the self-renewal of *Trpm6^βgeo/βgeo^* stem cells. In contrast, *Trpm7^Δ17^*^/^*^Δ17^* TS cells did not proliferate, unless the cell culture medium was supplemented with additional Mg^2+^ (Figure 6—figure supplement 2C), supporting the concept that TRPM7 plays a pivotal role in cellular Mg^2+^ uptake that cannot be maintained by TRPM6 alone (Schmitz et al., 2003; Chubanov et al., 2004; Ryazanova et al., 2010).

TRPM6 and TRPM7 have been suggested as molecular correlates of MgATP- and Mg^2+^-regulated cation currents responsible for the cellular uptake of divalent cations including Mg^2+^ (Aarts et al., 2003; Nadler et al., 2001; Schmitz et al., 2003; Chubanov et al., 2004; Voets et al., 2004; Zhang et al., 2014). Patch-clamp analysis showed that *Trpm6^βgeo/βgeo^* TS cells display substantially reduced TRPM6/M7-like outward currents at +80 mV (Figure 6A). Due to permeation block by extracellular divalent cations (Nadler et al., 2001; Fleig and Chubanov, 2014), inward currents at physiological membrane potentials were very small (Figure 6A; p≤0.001, t-test). However, exposure of TS cells to a divalent cation free (DVF) solution resulted in large monovalent cation currents (Figure 6B). Under these conditions, mutant TS cells exhibited a comparable reduction of inward (p≤0.01, t-test) as well as outward (p≤0.05, t-test) monovalent currents (Figure 6B).

**Figure 6.**
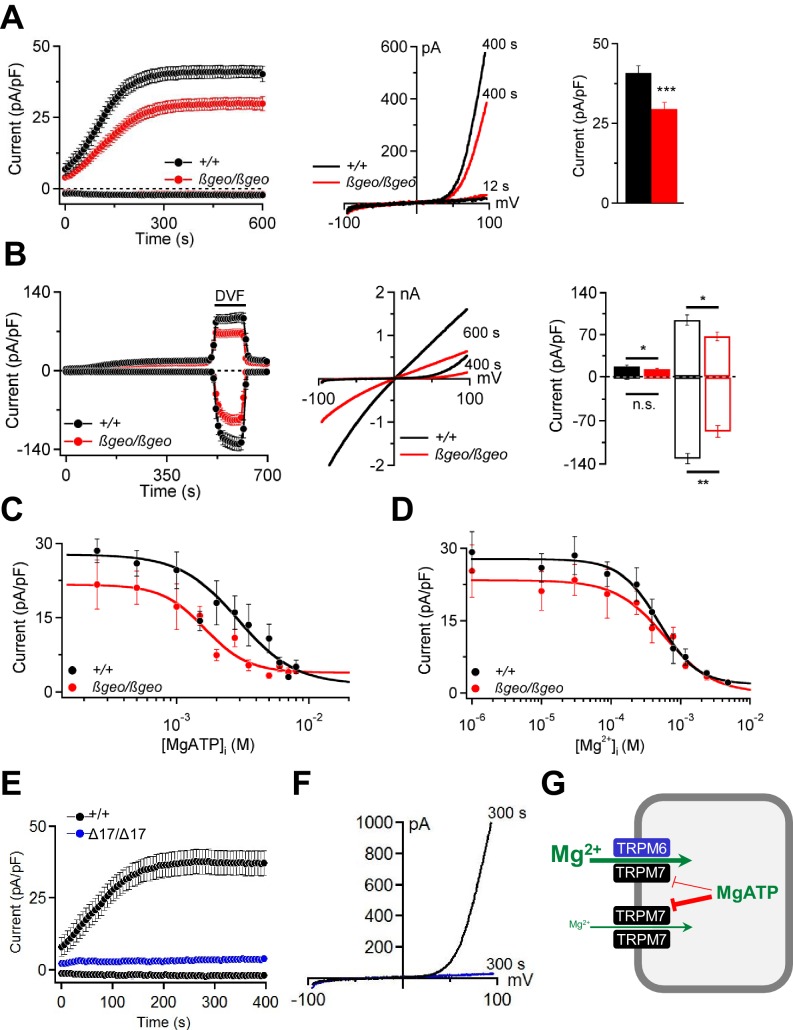
Characterization of TRPM6/M7-like currents in *Trpm6*- and *Trpm7*-deficient TS cells. (**A**) *Left panel:* Whole-cell currents measured at −80 mV and +80 mV over time in *Trpm6^+/+^* (n = 22) and *Trpm6^βgeo/βgeo^* (n = 22) TS cells. *Middle panel:* Representative current-voltage relationships obtained at 12 s and 400 s. *Right panel*: Bar graphs of current amplitudes at +80 mV (400 s). (**B**) Measurements were performed in control (n = 16) and *Trpm6*-deficient (n = 14) TS cells analogous to (**A**) except that the external saline (containing 2 mM Mg^2+^ and 1 mM Ca^2+^) was exchanged with divalent-free (*DVF*) solution (black bar). *Right panel* shows currents measured before (filled bars) and after application of DVF solution (open bars) at 400 s and 600 s, respectively. (**C, D**) Dose-dependent inhibition of currents (+80 mV, 400 s) by [MgATP]_i_ and [Mg^2+^]_i_, respectively (n = 4–18 cells per concentration). (**E, F**) Whole-cell currents of *Trpm7^+^*^/*+*^ (n = 15) and *Trpm7^Δ17^*^/^*^Δ17^* (n = 10) TS cells studied similar to (**A, B**). Data are represented as mean±SEM. ***-p≤0.001; **-p≤0.01; *-p≤0.05; n.s. – not significantly different (Student’s t-test). n – number of cells examined. (**G**) A suggested model for the molecular role of TRPM6 in epithelial cells. **DOI:** http://dx.doi.org/10.7554/eLife.20914.016

**Figure 6—figure supplement 1.**
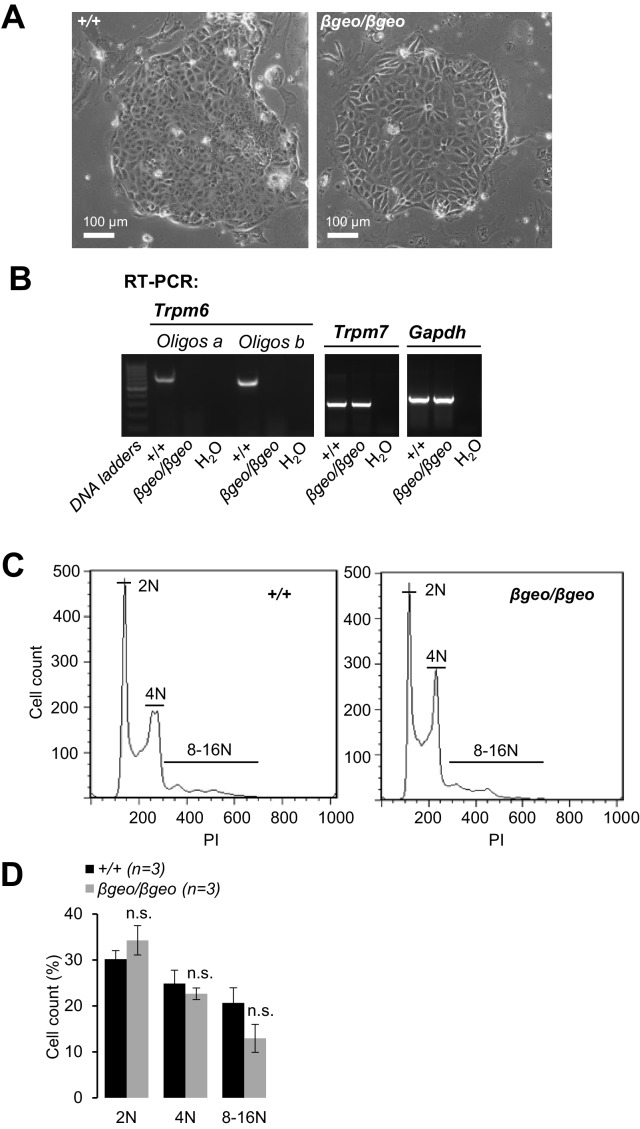
Characterization of *Trpm6*-deficient TS cells. (**A**) Phase-contrast images of *Trpm6^+^*^/*+*^ (*+/+*) and *Trpm6^βgeo^*^/^*^βgeo^* (*βgeo*/*βgeo*) TS cells cultured in a regular cell culture medium. (**B**) Expression of *Trpm6* and *Trpm7* in TS cells assessed by RT-PCR. (**C, D**) Assessment of self-renewal of *Trpm6^+^*^/*+*^ and *Trpm6^βgeo/βgeo^* cells. (**C**) Diploid (2N), tetraploid (4N), and polyploid (8–16N) DNA content was analysed by flow cytometry of *Trpm6^+/+^* and *Trpm6^βgeo/βgeo^* TS cells stained with propidium iodide (PI). (**D**) Bar graphs showing DNA contents (mean+/-SEM) calculated from three independent experiments outlined in (**A**). n.s. – not significantly different (Student’s t-test). *Note:* 2N DNA content (diploid cells in G1), 4N (diploid cells in G2 or tetraploid cells in G1) and 8–16N (spontaneously differentiated polyploid trophoblasts) were not significantly altered in *Trpm6*-deficient TS cells indicating that self-renewal of *Trpm6^βgeo/βgeo^* cells was not affected. **DOI:** http://dx.doi.org/10.7554/eLife.20914.017

**Figure 6—figure supplement 2.**
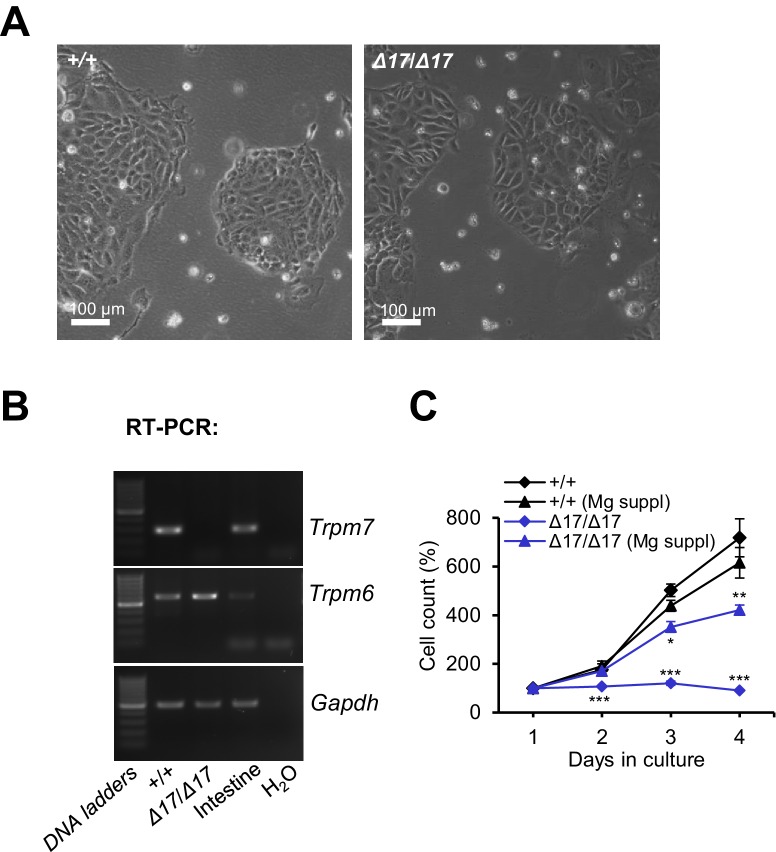
Examination of TS cells deficient in *Trpm7*. (**A**) Phase-contrast images of *Trpm7^+^*^/*+*^ (+/+) and *Trpm7^Δ17^*^/^*^Δ17^* (*Δ17/Δ17*) TS cells cultured in a cell culture medium supplemented by 10 mM Mg^2+^. (**B**) RT-PCR analysis of *Trpm7* and *Trpm6* in TS cells and mouse intestine (positive control). (**C**) Proliferation rate of *Trpm7^+^*^/*+*^ (*+/+*) and *Trpm7^Δ17^*^/^*^Δ17^* (*Δ17*/*Δ17*) TS cells in standard and Mg^2+^ (10 mM) supplemented medium. The experiment was repeated three times. Student’s t-test was applied for comparison of *Trpm7^+^*^/*+*^*versus Trpm7^Δ17^*^/^*^Δ17^* datasets. **DOI:** http://dx.doi.org/10.7554/eLife.20914.018

**Figure 6—figure supplement 3.**
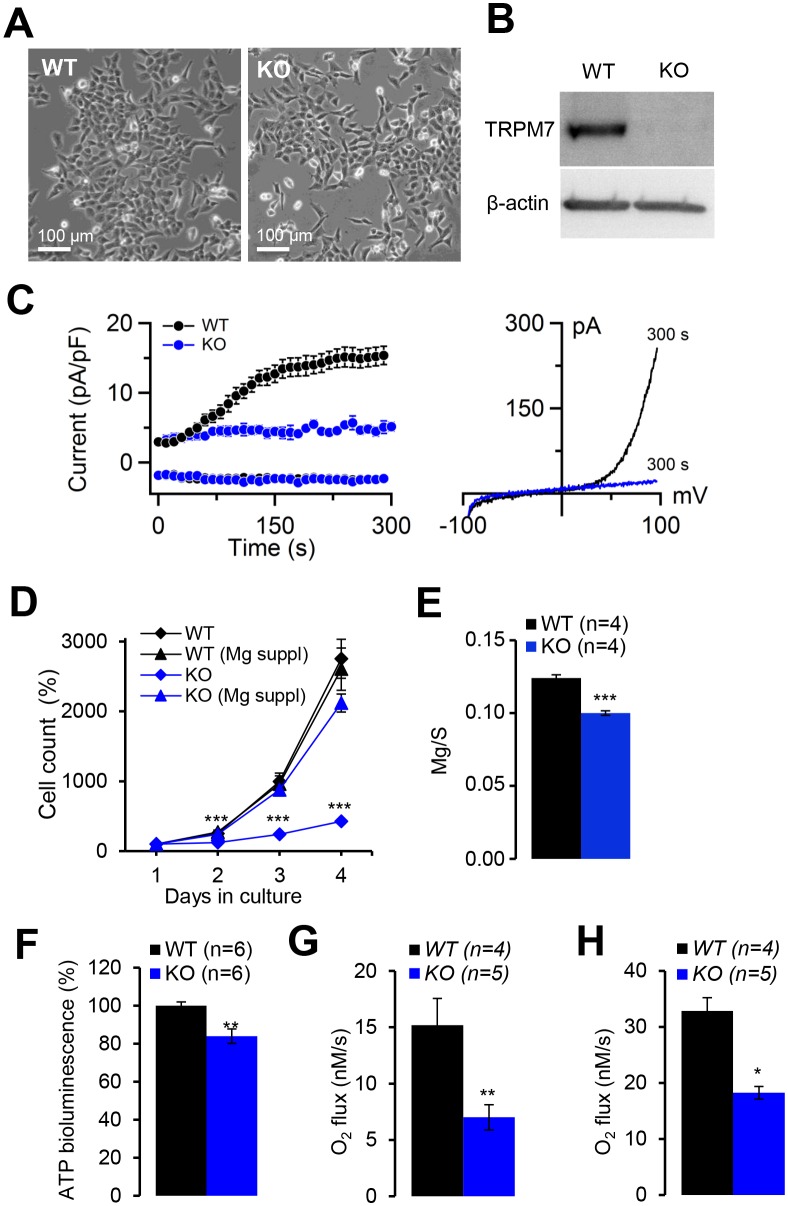
Evaluation of human haploid leukaemia (HAP1) cells deficient in *TRPM7.* (**A**) Phase-contrast images of parental (*WT*) and *TRPM7*-deficient (*KO*) HAP1 cells cultured in a cell culture medium supplemented with 10 mM Mg^2+^. (**B**) Western-blot analysis of TRPM7 in WT and KO HAP1 cells. (**C**) Whole-cell currents in WT and KO HAP1 cells (determined as described in Figure 6). *Left panel:* currents measured at −80 mV and +80 mV over time in WT (n = 9) and KO (n = 4) HAP1 cells. Data are represented as mean±SEM. *Right panel:* Representative current-voltage relationships obtained at 300 s. (**D**) Proliferation rate of WT and KO HAP1 cells either in standard or in Mg^2+^ (10 mM) supplemented medium. The experiment was repeated three times (n = 3). Data are represented as mean±SEM. Student’s t-test was applied for comparison of the growth rates of WT *versus* KO cells cultured in standard medium (***-p≤0.001). (**E**) Determination of total Mg content in WT and KO HAP1 cells. Dried cell pellets (n = 4 for each genotype) were obtained from WT and KO HAP1 cells cultured for 24 hr in standard medium and analysed by ICP-MS. Elementary magnesium (Mg) content was normalized to sulfur (S) levels and represented as mean±SEM. ***-p≤0.001 (Student’s t-test). (**F**) Assessment of total ATP levels in WT and KO HAP1 cells cultured for 24 hr in standard medium. ATP-induced luminescent of luciferase (CellTiter-Glo2.0 reagent) was normalized to a number of viable cells (Cell Counting Kit-8). The normalized luminescent signal in WT HAP1 cells was designated 100%. The experiment was repeated six times (n = 6). **-p≤0.01 (Student’s t-test). (**G–H**) Routine respiration rate (**G**) and maximal respiration rate (**H**) analysed by Oxygraph-2k in WT and KO HAP1 cells cultured for 24 hr in standard cell culture medium (n – number of independent experiments). **DOI:** http://dx.doi.org/10.7554/eLife.20914.019

Cytosolic levels of free Mg^2+^ ([Mg^2+^]_i_) and MgATP ([MgATP]_i_) have been suggested to exert a negative feedback mechanism on TRPM6/M7 channel activity (Fleig and Chubanov, 2014). We observed (Figure 6C) that currents in *Trpm6^βgeo/βgeo^* TS cells were more susceptible to concentration-dependent inhibition by cytosolic MgATP (p≤0.0001, F-test). The calculated IC_50_ value for *Trpm6^+/+^* was 3.17 mM (Hill (h) slope = −1.81). Currents in *Trpm6^βgeo/βgeo^* cells were inhibited by [MgATP]_i_ with an IC_50_ value of 1.45 mM (h = −1.95; p≤0.0015, F-test). These results suggest that physiological concentrations of [MgATP]_i_ varying between 2–7 mM in mammalian cells (Günther, 2006; Romani, 2011) will affect currents in *Trpm6^+/+^* and *Trpm6^βgeo/βgeo^* cells differently. In contrast, we observed no significant differences in [Mg^2+^]_i_ concentration-response curves for *Trpm6^+/+^* and *Trpm6^βgeo/βgeo^* currents (p=0.62, F-test) (Figure 6D). The obtained IC_50_ value for *Trpm6^+/+^* currents was 0.60 mM (h = −1.14) and was not significantly altered in *Trpm6^βgeo/βgeo^* TS cells (0.72 mM, h = −1.18; p=0.22, F-test), suggesting that physiological concentrations (0.3–1 mM, (Günther, 2006; Romani, 2011)) of [Mg^2+^]_i_ will exert similar effects on ion currents in *Trpm6^+/+^* and *Trpm6^βgeo/βgeo^* cells.

Next, we asked whether TRPM6 channel activity would be detectable in the absence of TRPM7. Remarkably, we observed that *Trpm7^Δ17^*^/^*^Δ17^* TS cells completely lacked TRPM6/M7-like currents (Figure 6E,F). These findings cogently support our model (Chubanov et al., 2004) that native TRPM6 primarily functions in close cooperation with TRPM7. TRPM6 facilitates Mg^2+^ uptake by increasing the amplitude of TRPM7-like currents and relieving TRPM7 from the negative feedback by MgATP (Figure 6G).

Finally, we studied whether Mg^2+^ deprivation may affect energy metabolism at the cellular level. We chose the genetically tractable human haploid leukaemia cell line (HAP1 cells) (Essletzbichler et al., 2014; Blomen et al., 2015; Wang et al., 2015) as a new model system. CRISPR/Cas9-mediated ablation of the TRPM7 protein in HAP1 cells (Figure 6—figure supplement 3A,B) completely abolished TRPM7-like currents (Figure 6—figure supplement 3C). When cultured in standard medium for 24 hr, *TRPM7*-deficient cells were characterized by a reduced total cellular Mg^2+^ content and a Mg^2+^-dependent proliferation defect (Figure 6—figure supplement 3D,E). In addition, *TRPM7*-deficient HAP1 cells had reduced intracellular ATP levels (Figure 6—figure supplement 3F). Finally, the respiration rate of *TRPM7*-deficient HAP1 cells was significantly lower when compared to control cells (Figure 6—figure supplement 3G,H).

### Assessment of dietary Mg^2+^ fortification on the lifespan of wildtype mice

Our studies with *Trpm6*-deficient mice clearly demonstrated that a sustained disruption of Mg^2+^ homeostasis is detrimental for overall health and eventually reduces the lifespan of affected animals. Conversely, we asked whether a Mg^2+^-enriched diet might exert a beneficial effect on the lifespan of wildtype mice. Since there are no prior reports on lifespan extension of mice subjected to life-long dietary Mg^2+^ supplementation (or any other mineral), we performed proof-of-principle experiments to investigate, if such an effect can be observed. To this end, we used only the long-lived B6C3F1 hybrid mouse strain to avoid genotype-specific effects on disease susceptibility observed in longevity experiments with inbred strains (Lipman et al., 1999; Turturro et al., 1999; Mitchell et al., 2016). At this stage, we studied only females because of a larger number of early losses of males due to fighting (Miller et al., 2007). Finally, we studied animals only under pathogen-free conditions, since Mg^2+^ may elicit a protective effect via the immune system (Brandao et al., 2013; Chaigne-Delalande et al., 2013). Consistent with published reports (Turturro et al., 1999), the mean lifespan of B6C3F1 mice (886 days regarded as 100%) was significantly extended (1100 days, 125%) by dietary restriction (DR) (Figure 7A,B, Table 2). Remarkably, supplementation with three Mg^2+^ salts (Mg(CH_3_COO)_2_, Mg(OH)_2_ and MgCl_2_) increased the mean lifespan of mice by approximately 10% (976, 976 and 961 days, respectively). The nutritional CaCl_2_ administration was without any significant effect (828 days). In contrast to DR, animals supplemented with Mg^2+^ had a normal or even increased body weight (Figure 7C), ruling out the possibility that high dietary Mg^2+^ affected the lifespan of mice due to reduced food intake. Hence, opposite to *Trpm6*-dependent Mg^2+^ deprivation, dietary Mg^2+^ supplementation may have a beneficial effect on the lifespan of mice suggestive future large-scale longevity studies with varied conditions and species.

**Figure 7.**
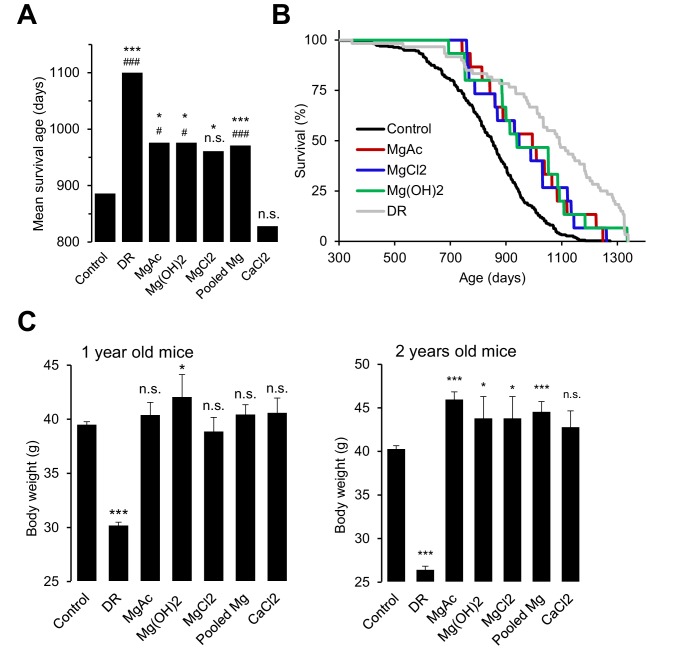
Effects of whole-life Mg^2+^ dietary treatments on B6C3F1 mouse strain. (**A**) Mean survival ages of B6C3F1 mice maintained at a control diet (*Control,* n = 335), under dietary restriction (*DR,* n = 60), or supplemented by Mg(CH_3_COO)_2_ (*MgAc*, n = 15), Mg(OH)_2_ (n = 15), MgCl_2_ (n = 15) and CaCl_2_ (n = 15) in drinking water as outlined in Table 2. *Pooled Mg* shows results for all Mg^2+^ supplemented mice pooled within a common group (n = 45). The obtained survival distributions were analysed by the MATLAB computing environment to calculate mean lifespans and corresponding P-values: ***-p≤0.001; **-p≤0.01; *-p≤0.05; n.s. – not significantly different. Alternatively, survival data of control mice versus individually treated groups were assessed by log-rank test: ^###^-p≤0.001; ^##^-p≤0.01; ^#^-p≤0.05; n.s. – not significantly different. (**B**) Kaplan-Meier survival distributions of B6C3F1 mice maintained on control diet (*Control*), Mg^2+^ supplemented groups (*MgAc, MgCl_2_, Mg(OH)_2_)* or mice under dietary restriction (*DR*). (**C**) Body weights (mean+/-SEM) of control and nutritionally fortified mice studied in (**A**). ***-p≤0.001; **-p≤0.01; *-p≤0.05; n.s. – not significantly different (one-way ANOVA). n – number of mice examined. **DOI:** http://dx.doi.org/10.7554/eLife.20914.020

**Table 2.** Dietary regimes used to maintain B6C3F1 mice. **DOI:** http://dx.doi.org/10.7554/eLife.20914.021

Experimental group	Chow 5 K54	Drinking water (ad libitum)	Number of mice
Control	ad libitum	Regular water^*^	335
Dietary restriction	60% of ad libitum	Regular water	60
Magnesium acetate supplemented	ad libitum	1 g/l Mg(CH_3_COO)_2_.(H_2_O)_4_ in regular water	15
Magnesium chloride supplemented	ad libitum	1 g/l MgCl_2_ in regular water	15
Magnesium hydroxide supplemented	ad libitum	14 mg/l Mg(OH)_2_ in regular water^†^	15
Calcium chloride supplemented	ad libitum	0.8 g/l CaCl_2_ in regular water	15

^*^Regular water contained 0.44 mg/l Mg^2+^.

^†^Mg(OH)_2_ concentration was lowered to prevent overall alkalization of the diet.

## Discussion

Here, we present a new mechanistic model of the regulation of Mg^2+^ homeostasis during development and postnatal life of mice. Against current thinking we show in vivo that TRPM6 is not required for embryonic development per se, but primarily operates in placenta and intestine to regulate Mg^2+^ levels by transcellular transport, while TRPM6 function in the kidney – commonly thought to be essential – is expendable for organismal Mg^2+^ balance. We demonstrate that ablation of TRPM6 in adult mice leads to reduced lifespan, growth defects and profoundly impaired health of mutant mice due to defective energy metabolism. We also show that dietary Mg^2+^ supplementation is not only sufficient to prevent all *Trpm6* null pathologies, but Mg^2+^ is the only mineral known so far able to extend the lifespan of wildtype mice.

It has been reported that constitutive *Trpm6* inactivation leads to embryonic lethality, resulting in the generally accepted tenet that *Trpm6* is required for the development of the embryo proper (Walder et al., 2009). On the contrary, we provide genetic evidence that the embryonic mortality of *Trpm6*-deficient mice is caused by the loss of TRPM6 activity in placental SynT-I and yolk sac endoderm cells, and that *Trpm6*-deficient embryos are depleted of Mg^2+^. Altogether, we postulate that *Trpm6* controls the maternal Mg^2+^ supply to the fetus, and that growth failure and death are secondary phenotypes induced by Mg^2+^ deprivation. Differences in the role of TRPM6 for embryonic survival of humans and mice may be attributable to different morphologies of the placental exchange interfaces, fetal growth rate, litter size and dietary preferences (Simmons and Cross, 2005). However, at present we cannot exclude that loss-of-function mutations in *TRPM6* might be associated with prenatal mortality in humans as well. Pioneering positional cloning studies (Schlingmann et al., 2002; Walder et al., 2002) and follow-up case reports (Schlingmann et al., 2005; Konrad and Schlingmann, 2014) focused on hospitalized human infants selected by the criterion of deleterious Mg^2+^ deficiency. Hence, additional *TRPM6* phenotypes, such as infertility or embryonic death, might have been overlooked. Accordingly, it has recently been shown that single nucleotide polymorphisms in human *TRPM6* are associated with a neural tube closure defect, i.e. meningomyelocele (Saraç et al., 2016). Of note, dietary Mg^2+^ supplementation is common practice of pregnant women (Durlach et al., 2004). Our work provides first mechanistic insight as to how this essential mineral is delivered to the fetus.

There is growing evidence to suggest that Mg^2+^ deprivation is involved in the development of metabolic, immune, cardiovascular and neurological disorders (de Baaij et al., 2015). However, due to the lack of adequate mammalian genetic models, it is still unclear whether impaired Mg^2+^ homeostasis can be regarded as the cause or the consequence of the latter pathophysiological processes. Therefore, we studied the impact of TRPM6 deletion on postnatal mice. *Trpm6*-deficient mice displayed shorter lifespans, failure to thrive, low physical activity, kyphosis, lung emphysema, sarcopenia and degeneration of lymphoid organs. In addition, *Trpm6*-deficient animals developed signs of catabolic metabolism such as lipodystrophy, increased insulin sensitivity and hypothermia, and showed suppression of the somatotropic axis accompanied by induction of xenobiotic detoxification gene networks in the liver. Altogether, we noted that the complex phenotype of *Trpm6*-deficient mice mirrors many phenotypic hallmarks of mutant mouse strains that are generally considered genetic models of ‘accelerated aging’ in the scientific literature (López-Otín et al., 2013). Furthermore, our unbiased screen for metabolic pathways dysregulated in *Trpm6*-deficient mice revealed an error in energy metabolism reminiscent of humans with mutations in the gene coding for mitochondrial carnitine palmitoyltransferase II, the most common inherited disorder of lipid metabolism in adult humans (Bonnefont et al., 2004; Gempel et al., 2002). Interestingly, an early biochemical study revealed that Mg^2+^ and MgATP could regulate activity of mitochondrial carnitine acyltransferase activity (Saggerson, 1982). Accordingly, in proof-of-concept experiments, we demonstrated that Mg^2+^ is specifically required for the utilization of acyl carnitines (AC) as an energy source in liver mitochondria. Hence, these results suggest that insufficient mitochondrial utilization of AC represents a plausible mechanism contributing to the pathologies developed by *Trpm6*-deficient mice. The exact role of Mg^2+^ in AC metabolism as well as the molecular pathophysiology of carnitine palmitoyltransferase II deficiency is still not completely understood and, being beyond of the scope of the current manuscript, has to be addressed in future studies.

Notably, if *Trpm6*-deficient mice were fed with a high Mg^2+^ diet, they were viable and displayed normal physical activity, morphology of internal organs and tissue levels of AC, indicating that the phenotypes in *Trpm6-*deficient mice were triggered by Mg^2+^ deficiency. Therefore, we studied in more detail how mutant mice develop organismal Mg^2+^ deprivation. According to current thinking, the active transport of Mg^2+^ in the kidney, in particular in DCT, determines the final urinary Mg^2+^ concentration and is central to whole-body Mg^2+^ balance (de Baaij et al., 2015). Contrary to this model, we demonstrate that global inactivation of *Trpm6* leads to Mg^2+^ deficiency due to a defect in intestinal Mg^2+^ uptake. To interrogate the renal role of TRPM6, we conditionally inactivated *Trpm6* in the kidney and, surprisingly, did not observe any changes in serum Mg^2+^ levels. In contrast, intestine-specific disruption of *Trpm6* resulted in hypomagnesemia indicating that wildtype kidneys were not able to counterbalance the ablation of TRPM6 in the intestine. Taken together, our findings lend strong support to the new concept that *Trpm6*-dependent Mg^2+^ uptake by the colon plays an indispensable role for systemic Mg^2+^ balance in mice. However, we assume that renal TRPM6 activity may have an important role under conditions of insufficient dietary Mg^2+^ intake, for instance, during prolonged fasting periods.

Currently there are two suggested mechanistic models of hypomagnesemia in humans carrying mutations in *TRPM6*. A pioneering study of patients with congenital hypomagnesemia anticipated that Mg^2+^ malabsorption in the intestine plays a key role in organismal Mg^2+^ deprivation (Friedman et al., 1967; Milla et al., 1979). More recently, it was reported that in affected humans renal Mg^2+^ loss plays a key role (Schlingmann et al., 2002; Walder et al., 2002). The results obtained with *Trpm6*-deficient mice are well compatible with the former model. However, we cannot exclude physiological differences between humans and mice, an important issue to address in future studies. In conclusion, our findings support the idea that TRPM6 is a central gatekeeper of organismal Mg^2+^ balance in mammals and that this role cannot be compensated for by any other Mg^2+^ channel and transporter.

What is the molecular mechanism underlying insufficient Mg^2+^ intake in *Trpm6-*deficient mice? TRPM6 and its close homolog TRPM7 have been invoked as molecular correlates of cation currents responsible for Mg^2+^ entry into cells. In order to circumvent the limitations and pitfalls imposed by overexpression of recombinant proteins, we employed TS cells to compare the roles of native TRPM6 and TRPM7. We found that stem cells express both TRPM6 and TRPM7, thus mimicking the in vivo situation. Inactivation of *Trpm6* did not affect the self-renewal of TS cells. In contrast, *Trpm7*-deficient cells were not able to proliferate unless the cell culture medium was supplemented with additional Mg^2+^, supporting the idea that TRPM7 plays a non-redundant role in cellular Mg^2+^ uptake (Schmitz et al., 2003; Chubanov et al., 2004; Ryazanova et al., 2010). We further showed that wildtype TS cells exhibited [Mg^2+^]_i_- and [MgATP]_i_-sensitive divalent cation currents, and that inactivation of *Trpm6* reduced current amplitudes. In contrast, deletion of TRPM7 caused complete ablation of these currents. Remarkably, ion currents in *Trpm6* deficient TS cells still expressing TRPM7 were substantially more sensitive to intracellular MgATP when compared to TRPM6/M7 co-expressing cells. Thus, in a native environment the presence of TRPM6 reduces the sensitivity of TRPM6/M7-like currents to inhibition by intracellular MgATP. It has recently been reported that the TRPM6/M7 heteromer is completely insensitive to MgATP after heterologous expression in HEK 293 cells (Zhang et al., 2014). Thus, native TRPM6/M7 currents do not fully recapitulate the latter findings obtained in a heterologous expression system and further studies are required to clarify these discrepancies. Nevertheless, our results are concordant with our model (Chubanov et al., 2004) that native TRPM6 functions primarily as a subunit of heteromeric TRPM6/M7 complexes by increasing current amplitudes and relieving TRPM7 from inhibition by [MgATP]_i_ (Figure 6G). Such facilitated Mg^2+^ entry is most probably not required for any cell autonomous function, but is necessary for epithelial Mg^2+^ transport and the maintenance of serum Mg^2+^ levels.

Inadequate nutritional Mg^2+^ intake is commonplace in Western societies (in up to 68% of the US population [King et al., 2005]). In addition, a growing percentage of the population is exposed to drug-induced forms of hypomagnesemia (de Baaij et al., 2015). Consequently, we asked whether wildtype mice would benefit from extra Mg^2+^ supplementation. Our proof-of-concept experiments suggest that life-long Mg^2+^ supplementation may extend the lifespan of mice. This idea is concordant with the recent observation that Mg^2+^acting alone or in conjunction with dietary calorie restriction counteracts lifespan-shortening effects of RNA-DNA hybrid (R loop) accumulation in yeasts and human HeLa cells (Abraham et al., 2016). Hence, large-scale investigations of nutritional Mg^2+^ adjustments and their impact on health- and lifespan of different species should be enlightening in this regard.

## Materials and methods

### Mouse strains

Experiments involving animals were done in accordance with the EU Animal Welfare Act and were approved by the local councils on animal care (permit No 55.2-1-54-2532-134-13 from the Government of Oberbayern, Germany, and permit No 2347-15-2014 from the State Ministry of Brandenburg, Germany).

#### *Trpm6* gene-trap mutant mouse strain

A mouse line carrying a gene-trap mutation in *Trpm6* (129S5/SvEvBrd-C57BL/6) (Woudenberg-Vrenken et al., 2011) was obtained from the Texas Institute for Genomic Medicine (stock No. TG0020; RRID:IMSR_TAC:tf0834). In the mutant allele (*Trpm6^βgeo^*), exons 2 and 3 of *Trpm6* were replaced by a *βgeo* reporter sequence (*βgeo)*. The *βgeo* cassette includes a splice acceptor site sequence (SP), a bacterial β-galactosidase marker (*LacZ*), an internal ribosome entry site (*IRES*) and a neomycin resistance sequence (*NeoR*). Consequently, the *Trpm6^βneo^* allele drives the expression of an aberrant transcript encoding only exon 1 of *Trpm6* spliced to *βgeo*. In order to obtain the *Trpm6^βgeo^* allele in a C57BL/6J genetic background, *Trpm6^βgeo/+^* 129S5/SvEvBrd-C57BL/6 mice were backcrossed with C57BL/6J mice for six generations. Mice were genotyped using PCR analysis of genomic DNA isolated from tail fragments. DNA was extracted and purified using the GenElute mammalian genomic DNA isolation kit (Sigma-Aldrich). DNA samples were examined by PCR using a set of allele-specific oligonucleotides (Metabion) and REDTaq DNA polymerase (Sigma-Aldrich). *Trpm6^βgeo^* allele was analyzed using primers Trpm6^βgeo^-Forward 5’-GCGTTGGCTACCCGTGAT-3’ and Trpm6^βgeo^-Reverse 5’-CTGATAAGGAAGGCTGCTCTAAG-3’ with PCR settings: 94°C 3', 94°C 30'', 55°C 30'', 72°C 1', 40 cycles, 72°C 5'. The amplified PCR product (367 bp) was visualised by standard *agarose* gel *electrophoresis and confirmed by sequencing.*

#### Mice with a conditional *Trpm6 (Trpm6^fl^)* allele

A mouse line (C57BL/6) carrying a conditional mutation in *Trpm6* was generated by Taconic Artemis (Köln, Germany). Mouse genomic fragments corresponding to the targeted *Trpm6* segment were obtained from the C57BL/6J RPCIB-731 BAC library. The mutant locus contained two intronic LoxP sites flanking exon 17 of *Trpm6.* In addition, the targeting construct contained thymidine kinase (TK) and neomycin resistance (NeoR) markers allowing for negative and positive selection of mutant ES clones. NeoR was flanked by additional FRT recombination sites allowing for the subsequent deletion of NeoR sequences using Flp recombinase. BAC fragments, recombination sites, NeoR and TK were assembled in the targeting vector using an ET-cloning approach. The final targeting construct was confirmed by sequencing. C57BL/6N Tac embryonic stem (ES) cells were grown on mitotically inactive mouse embryonic fibroblasts (MEF) in DMEM (high glucose) containing 20% FBS (PAN) and 1200 µg/mL leukemia inhibitory factor (Millipore). The authentication of ES cells was performed by Taconic Artemis and no further authentication was performed by the authors. 10^7^ES cells were electroporated (Biorad Gene Pulser) with 30 μg linearized targeting vector. G418 (200 μg/mL) selection was started on day 2 and counter-selection with gancyclovir (2 μM) was started on day 5 after electroporation. ES clones obtained were examined for homologous recombination and single integration by Southern blotting (SB) using two probes located in 3’ and 5’ arms of the targeting construct and one additional probe located in NeoR. Sequences of the targeting vector, probes and SB images are available upon request. Mutant ES cells (clone 3339-AG-1) were injected into blastocysts isolated from uteri of 3.5 days post coitum (dpc) BALB/c females. The injected blastocysts were transferred to uteri of 2.5 dpc pseudopregnant females. Chimerism of the offspring obtained (G0) was evaluated by coat colour contribution (white/black). Highly chimeric G0 males were crossed with C57BL/6 females carrying a ubiquitously expressed *Flp* transgene to delete the NeoR cassette from the mutant locus. Germline transmission in G1 offspring was identified by the presence of black coat colour followed by PCR analysis of genomic DNA isolated from tail fragments.

Deletion of exon 17 using Cre recombinase results in a frame-shift in the *Trpm6* transcript. The efficiency of Cre-mediated deletion of the floxed exon 17 (referred to as *Trpm6^Δ17^* allele) was examined using females ubiquitously expressing the *Sox2-Cre* transgene. The maternally inherited *Sox2-Cre* transgene allows for efficient recombination of LoxP-flanked genomic sequences in the single-cell embryo (Hayashi et al., 2003). This approach was employed to produce *Trpm6^Δ17/+^* individuals (Table 1). Mice were genotyped using PCR analysis of genomic DNA isolated from the tail fragments as described above for *Trpm6^βgeo/+^* mice. *Trpm6^+^* allele was analyzed using primers Trpm6^+^-Forward 5’-AGAGACGTGCAGTGTAGGACAGAG-3’ and Trpm6^+^-Reverse 5’-ACGGCACACAGAAAACACCAG-3’ with PCR settings: 94°C 3', 94°C 30'', 64°C 30'', 72°C 1', 40 cycles, 72°C 5' (PCR product 549 bp). *Trpm6^fl^* allele was studied using primers Trpm6^fl^-Forward 5’-GCAAATACAAGCAACACCTCC-3’ and Trpm6^fl^-Reverse 5’-GAAGTTCCTATTCCGAAGTTCC-3’ with PCR settings: 94°C 3', 94°C 30'', 53°C 30'', 72°C 1', 40 cycles, 72°C 5' (PCR product 368 bp). *Trpm6^Δ17^* mutation was determined using primers Trpm6^Δ17^-Forward 5’-TGTCTTCCATGTTGCTACGA-3’ and Trpm6^Δ17^-Reverse 5’-CTTCCGGTCCACAGTTCAT-3’ with PCR settings: 94°C 3', 94°C 30'', 53°C 30'', 72°C 1', 40 cycles, 72°C 5' (PCR product 362 bp). Amplified PCR products were *confirmed by sequencing.*

#### Mice with organ-restricted inactivation of *Trpm6*

Transgenic mice expressing Cre recombinase under the control of the mouse *Sox2* promoter (*Sox2-Cre* mice, C57BL/6J; RRID:IMSR_HAR:3359) (Hayashi et al., 2003), *Kidney-specific/Cadherin16* promoter (*Ksp-Cre* mice, C57BL/6J; RRID:MGI:4452131) (Shao et al., 2002) and *Villin1* promoter (*Villin1-Cre* mice, C57BL/6J; RRID:MGI:3581405) (Madison et al., 2002) were obtained from the Jackson Laboratory (Sacramento, CA, USA, stock No. 008454, 012237, and 004586 respectively). To conditionally inactivate *Trpm6*, *Sox2-Cre, Ksp-Cre* and *Villin1-Cre* mice were crossed with *Trpm6^Δ17/+^* mice to produce *Trpm6^Δ17/+^;Sox2-Cre, Trpm6^Δ17/+^;Ksp-Cre,* and *Trpm6^Δ17/+^;Villin1-Cre* males. Next, these males were bred with *Trpm6^fl/fl^ females* to generate offspring with a global, kidney and intestine-restricted disruption of *Trpm6* as outlined in Table 1. Inheritance of *Sox2-Cre, Ksp-Cre and Villin1-Cre* transgenes was determined by PCR analysis of tail DNA at conditions described previously (Madison et al., 2002; Shao et al., 2002; Hayashi et al., 2003).

#### *Trpm7^Δ17/+^ *mice

A mouse line carrying a conditional mutation in *Trpm7* (*Trpm7^fl/fl^*mice, 129 S6/SvEvTac; RRID:IMSR_JAX:018784) was kindly provided by David Clapham, Harvard Medical School, Boston, USA. The mutant locus contains two intronic LoxP sites flanking exon 17 of the *Trpm7* gene. Deletion of exon 17 results in a frame-shift mutation (*Trpm7^Δ17^* allele) and subsequent disruption of TRPM7. To produce *Trpm7^Δ17/+^* mice, *Trpm7^fl/fl^* females were crossed with *Sox2*-Cre males and the resulting offspring were genotyped by PCR as described previously (Jin et al., 2008). The generated *Trpm7^Δ17/+^* strain was maintained by intercross of *Trpm7^Δ17/+^* parents.

### Housing, metabolic and behaviour profiling of mice

#### Housing conditions

Mice were kept in individually ventilated polycarbonate cages (IVC System, Tecniplast, Germany). Cages were changed weekly and were on a 12 hr light/dark cycle with artificial lighting. Temperature and relative humidity were 22 ± 1°C and 50 ± 5%, respectively. Breeding animals were maintained on a multigrain chow Ssniff M-Z (Ssniff GmbH, Germany) and drinking water containing 20.1 mg/l Mg^2+^ and 81.9 mg/l Ca^2+^ (*ad libitum*). Litters were weaned at three weeks of age, genotyped and desired littermates were housed in cages as described above except that a ‘maintenance’ chow Sniff R/M-H (Ssniff GmbH, Germany) was used. Both Ssniff M-Z and Ssniff R/M-H chows contained 0.22% Mg^2+^ and 1.0% Ca^2+^. In dietary Mg^2+^ supplementation experiments, 4 week-old *Trpm6*-deficient and control mice were fed Ssniff R/M-H chow containing 0.75% Mg^2+^ (Ssniff GmbH, Germany).

#### Collection of specimen

Mice were weighed, killed and blood samples were collected by a cardiac puncture technique. Blood samples were incubated 30 min at RT, clots were removed by centrifugation (Heraeus Pico 17, 3500 rpm for 30 min at RT) and the resulting serum samples were stored at −80°C. Internal organs were removed, flash frozen in liquid nitrogen and stored at −80°C. Right tibias were dissected, cleaned from muscle tissues, dried overnight at 70°C and kept at RT. To determine urinary and fecal excretion rates of main minerals, mice were maintained for 24 hr in individual metabolic cages (Acme Metal Products, USA) under housing conditions as described above and supplied ad libitum with drinking water and chow. After 24 hr, the urine and feces produced were collected. Urine samples were stored at −80°C. Feces specimen were dried overnight at 70°C and stored at −20°C.

#### Determination of *Mg^2+^ *levels and other main elements

Content of main elements in bones, serum, urine, feces and gastrocnemius muscle samples was determined by inductively coupled plasma mass spectrometry (ICP-MS) by ALS Scandinavia (Sweden) as reported previously (Rodushkin and Odman, 2001; Rodushkin et al., 2004).

#### Monitoring of food and water intake, locomotor activity, body lean mass, body temperature and energy content

Food and water intake were recorded with an automated Drinking and Feeding Monitor system (TSE Systems, Germany) with food baskets connected to weight sensors. An adaptation period of 2 days was followed by 3 days of data collection. Cumulative food intake and locomotor activity (based on infrared beams, InfraMot-Activity System, TSE Systems, Germany) were recorded. The core body temperature was measured using a rectal probe as reported previously (Braun et al., 2009). In vivo analysis of body lean mass was performed in conscious, restrained mice by nuclear magnetic resonance (EchoMRI^TM^-100H; EchoMRI LLC, USA) weekly and before metabolic measurements. The energy content in feces was determined by bomb calorimetry (IKA C5003; IKA Werke, Staufen, Germany).

#### Evaluation of atherosclerosis development

Assessment of atherosclerosis lesions was performed as described previously (van der Vorst et al., 2015).

#### Determination of insulin growth factor 1 (IGF1), major urinary proteins (MUPs), ß-hydroxybutyrate and glucose-tolerance test

Serum concentrations of IGF1 were analysed by a Mouse/Rat IGF-I ELISA kit (R and D-Systems). MUPs content as assessed by SDS-PAGE gel electrophoresis of 1 µl urine samples from individual mice. ß-Hydroxybutyrate was measured by a commercially available assay kit (Sigma-Aldrich). For a glucose-tolerance test, mice were fasted for 6 hr, followed by an oral gavage of glucose (2 mg/g body weight). Blood samples were collected via the tail vein and blood glucose levels were measured using a contour glucometer (Bayer, Germany). Plasma levels of insulin were measured using a commercially available ELISA kit (Alpco).

### Histological examination of tissues

#### Hematoxylin-eosin staining of tissue sections

Tissues were fixed overnight at 4°C in 4% paraformaldehyde (PFA), dehydrated through a series of ethanol washes, cleared in three changes of xylene and embedded in paraffin. Tissue sections (5 μm) were cut by RM2125 RTS *microtome (Leica Microsystems,* Germany), mounted on Superfrost Plus slides (Menzel-Gläser), and dried at 70°C for 1 hr. Tissue sections were dewaxed in xylene, rehydrated through a series of ethanol washes to deionized water. Slides were incubated in Mayers hematoxylin solution (Carl Roth) for 10 min at RT followed by incubation in 0.5% Eosin Y solution (Carl Roth) for 13 min at RT. The colour reaction was stopped by deionized water, slides were dehydrated in ethanol, cleared in xylene and mounted using mounting medium (Carl Roth). Slides were examined using an Olympus CX41 microscope and Cell Imaging software (Olympus, Germany).

#### Immunohistochemistry (IHC)

Polyclonal TRPM6-specific antibodies were raised by immunization of rabbits with H_2_N-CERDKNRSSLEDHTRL-COOH peptide coupled via the N-terminus to keyhole limpet hemocyanin (KLH) and purified by peptide affinity chromatography (Eurogentec, Belgium). Whole kidneys were dissected from eight week-old mice and embedded in Jung tissue freezing medium (Leica Microsystems, Germany). 10 μm cryosections were produced by a CM 3050S cryotom (Leica Microsystems, Germany), mounted on Superfrost Plus slides (Menzel-Gläser), air-dried for 20 min and fixed in 2% (w/v) paraformaldehyde in PBS (pH 7.4) for 20 min at RT. After washing in PBS (2×10 min), sections were blocked with 5% goat serum/0.5% Triton X100 (Sigma-Aldrich) in PBS for 2 hr at RT. The rabbit anti-TRPM6 antibody (1 μg/ml in 5% goat serum/0.5% Triton X100/PBS) was applied overnight at 4°C. Afterwards sections were washed in PBS (3×10 min, RT) and a goat anti-rabbit antibody conjugated with Alexa 488 (Life Technologies, Darmstadt, Germany; 1 μg/ml in 5% goat serum/PBS) was applied for 1 hr at RT. After washing in PBS (3×10 min, RT), sections were embedded in Dako Mounting Fluid (Dako Cytomation). Differential interference contrast and confocal images were obtained with a confocal laser scanning microscope LSM 540 META (Carl Zeiss, Germany). We used a Plan-Apochromat x63/1.4 oil objective, the 488 nm excitation wavelength of an argon laser, and a 505–570 nm band-pass filter. Acquired DIC and confocal images were analysed using the LSM 540 META software (Carl Zeiss, Germany).

#### In situ hybridization (ISH)

cDNA templates for the production of cRNA *Trpm6* probes were produced by PCR with the following 2 sets of primers: Probe-1-Forward: 5’-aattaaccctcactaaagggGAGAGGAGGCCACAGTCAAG-3’; Probe-1-Reverse: 5’-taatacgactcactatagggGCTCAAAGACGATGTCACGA-3’; Probe-2-Forward: 5’-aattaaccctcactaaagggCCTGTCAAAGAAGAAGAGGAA-3’; Probe-2-Reverse: 5’-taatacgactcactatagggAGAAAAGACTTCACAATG-3’. Primers contained T7 (reverse primer lower case) or T3 (forward primer lower case) RNA polymerase sites. PCR products were gel purified (Qiagen Gel Extraction Kit) and sequence verified (ARGF). Digoxigenin (DIG) labelled cRNA probes were synthesized according the manufacturer’s instructions (Roche, 10x DIG RNA labelling kit). Both probe sets produced similar results on n = 5 placentas at each gestational time point examined, and n = 3 WT kidney or intestinal samples. *Gcm1 and SynA* riboprobes were described previously (Dawson et al., 2012). Preparation of tissue sections and ISH procedures were performed as previously described (Dawson et al., 2012). Slides were imaged by an Aperio slide scanner and analysed using ImageScope software.

### Whole-genome profiling of the liver transcriptome in *Trpm6*-deficient mice

Microarray data were deposited in NCBI Gene Expression Omnibus (GEO) (GSE70457). Liver tissues were collected from 12–13 week-old *Trpm6*-deficient (*Trpm6^Δ17/Δ17^;Sox2-Cre,* n = 3) and control (*Trpm6^+/fl^,* n = 4) male littermates, snap-frozen in liquid nitrogen and stored at −80°C. Total RNA was extracted using the GenElute mammalian total RNA purification kit (Sigma-Aldrich). Whole genome profiling was performed using a GeneChip Mouse Gene 1.0 ST Array (Affymetrix) at Source Bioscience (Berlin, Germany). Biotinylated single-stranded DNA was prepared according to the standard Affymetrix protocol (Whole Transcript Expression arrays) from 100 ng total RNA using the WT terminal labelling kit. 2.5 µg of fragmented and labelled ssDNA were hybridized for 16–18 hr at 45°C. GeneChips were washed and stained in an Affymetrix Fluidics Station 450. GeneChips were scanned using the Affymetrix GeneChip Scanner 3000. Processing of the array data, including quality assessment, background correction, normalization and summarization was performed with the Affymetrix Expression Console (version 1.4.0). All statistical analyses were carried out with the statistical computing environment R (version 3.1.2, www.R-project.org). Differential expression analysis was performed with the R package limma (version 3.22.4) (Ritchie et al., 2015). p-values were adjusted for multiple testing with the Benjamini-Hochberg method for controlling the false discovery rate (FDR). A heatmap was generated for a group of 46 transcripts differentially expressed at a level of FDR p≤0.1. Analysis of the affected pathways and causal transcriptional regulators was performed by Ingenuity pathway analysis (IPA) environment (www.ingenuity.com, RRID:SCR_008653) using a set of 2443 transcripts changed at p≤0.05 confidence level (t-test).

### Metabolomic profiling of serum, liver and skeletal muscle in *Trpm6*-deficient mice

Serum, liver and gastrocnemius muscle samples were collected from 8–10 week-old control (*Trpm6^+/fl^*, n = 8) and *Trpm6*-deficient (*Trpm6^Δ17/Δ17^;Sox2-Cre*, n = 6) male littermates, flash frozen in liquid nitrogen and stored at −80°C. Metabolomic analyses were performed at Biocrates Life Sciences AG (Innsbruck, Austria). Measurements comprised the quantification of 237 metabolites including 41 amino acids/biogenic amines, 40 acylcarnitines (AC), 22 bile acids (BA), 14 lysophosphatidylcholines (LysPC), 77 phosphatidylcholines (PC), 15 sphingomyelins (SM), 17 eicosanoids/prostaglandins and 11 energy metabolism intermediates as outlined in Supplementary file 3. To extract metabolites, tissue samples were treated with corresponding extraction buffers and incubated in a chilled ultrasonic bath for 5 min. Afterwards samples were centrifuged and the supernatant was used for analysis. FIA- and LC-MS/MS measurement techniques were applied as described in detail previously (Pena et al., 2014). All statistical analyses have been applied by using the statistical computing environment R (www.r-project.org). Metabolite measurements containing more than 75% missing values or more than 75% of values below the limit of detection (LOD) across all samples per matrix were removed from analysis. Measured concentrations of metabolites were log_2_-transformed for moderated statistical tests. Measurements were scaled to µ = 0 mean and unit standard deviation for each biological matrix separately for heatmap visualization. Changes in average metabolite levels between control and mutant individuals were tested using a linear model framework implemented in the R package Limma (Smyth, 2004). Resulting P-values for moderated t-test were corrected for multiple testing by Benjamini and Hochberg approach. A p-value threshold of 0.05 was considered as significant. A Heatmap diagram for metabolites with significant changes was calculated with the R-package Heatmap using ward clustering and Euclidean distance measure and the R-package VennDiagram was applied to calculate a Venn diagram of significantly changed metabolites across sample matrices.

### Mitochondrial isolations and analyses

Mouse liver mitochondria were isolated by differential centrifugation from freshly prepared homogenates as previously described (Springer et al., 2002; Schulz et al., 2015). Liver mitochondria were further purified by Percoll density gradient centrifugation (Schulz et al., 2013). Isolated mitochondria were subjected to quantification by the Bradford assay and kept on ice until use. Assessment of the mitochondrial membrane potential Δψ_m_ (MMP) was followed by Rh123 fluorescence quenching (Ex. 485 nm, Em. 528 nm) in a 96-well plate reader (BioTek) and quantitatively evaluated by curve analysis as previously described (Schulz et al., 2013) (set threshold slopes were ≥0.67 for start points and ≤0.67 for end points, respectively). In order to exclude fluctuations at measurement start, slope calculations were started after 6 min measurement time with slope values ≤ 1.5. A kit-based assay (ATP Bioluminescence Assay Kit, Roche) was used to analyze the ATP content from cleared lysates after 30 min mitochondrial ATP synthesis at RT, initiated by the addition of 160 µM ADP and stopped at 95°C for 5 min. For both analyses assay buffer composition was 0.2 M sucrose, 10 mM MOPS-Tris, 1 mM Pi and 10 µM EGTA. Respiratory substrates were either succinate (25 mM)/rotenone (2 µM), or DL-octanoylcarnitine (10 µM)/malate (12.5 mM), or DL-palmitoylcarnitine (10 µM)/malate (12.5 mM). Buffers and solutions were essentially Mg²^+^-free, as determined by ICP-OES (Ciros Vision, SPECTRO Analytical Instruments GmbH) after wet ashing with 65% nitric acid (Zischka et al., 2011). EDTA, Mg^2+^, Ca^2+^, or Zn^2+^ was added at the concentrations indicated in the respective figures.

### Isolation and characterization of mouse trophoblast stem (TS) cells

#### Isolation of TS cells

TS cells were isolated as described (Tanaka et al., 1998), with several modifications (Erlebacher et al., 2004; Natale et al., 2009). 3.5 *days post*-*coitum* blastocysts were isolated from *Trpm6^βgeo/+^* parents. Individual blastocysts were incubated in a humidified cell culture incubator (Heraeus, Thermo Fisher Scientific) at 37% and 5% CO_2_ for 3 days in 12 well plates (Sarstedt) containing 8×10^4^/well irradiated mouse embryonic fibroblasts (MEFs) (Millipore) in RPMI 1640 medium (Life Technologies) supplemented with 20% fetal bovine serum (ES type, Life Technologies), 1 mM sodium pyruvate (cell culture type, Sigma-Aldrich), 100 µM β-mercaptoethanol (Sigma-Aldrich), 50 µg/ml streptomycin and 50 U/ml penicillin (all from Life Technologies), 1.0 µg/ml heparin (cell culture type, Sigma-Aldrich), 25 ng/ml human recombinant FGF4 (R and D systems), 5 ng/ml human recombinant TGF-β1 (R and D systems), 10 ng/ml recombinant activin A (R and D systems) and an additional 10 mM MgCl_2_. The attached embryos were disaggregated by 0.05% trypsin-EDTA (Life Technologies) and derived cells were further co-cultured with MEFs as described above. The obtained TS cells were propagated and adapted to MEF-free conditions without additional Mg^2+^ in the culture medium. The authentication of TS cells was based on expression of a trophoblast stem cell marker *Esrrb*, characteristic morphological appearance and ability to proliferate only in the presence of FGF4 and TGF-β1 (Tanaka et al., 1998; Simmons and Cross, 2005). TS cells were tested negative for mycoplasma contamination using QuickTest kit (Biotool).

Genotypes of TS cells were determined by PCR analysis of genomic DNA using conditions described above for *Trpm6^βgeo/+^* mice. TS cells were further examined by RT-PCR. Total RNA was extracted from TS cell pellets using the GenElute mammalian total RNA purification kit (Sigma-Aldrich). First strand cDNA synthesis was performed by RevertAid H minus reverse transcriptase (Thermo Scientific). PCR was performed using REDTaq DNA polymerase (Sigma-Aldrich) with two primer sets: Trpm6a-Forward 5’-GCTGCCAAATCTGCCACAAT-3’ and Trpm6a-Reverse 5’-TGCCCACAGTCCCATCATCACA-3’ or Trpm6b-Forward 5’-CCAGCTCAAAAGACCCTCACAGATGC-3’ and Trpm6b-Reverse 5’-CACACCACATCTTTTCCGACCAG-3’. The following PCR conditions were used: 94°C 3', 94°C 30'', 56°C 30'', 72°C 1', 35 cycles, 72°C 5'. Amplified PCR products were 651 bp or 586 bp, respectively. Self-renewal of *Trpm6^βgeo/βgeo^* TS cells was assessed by determination of DNA content as described previously (Tanaka et al., 1998). Briefly, TS cells were cultured for 3 days, dissociated by trypsin-EDTA and fixed with 40% ice-cold ethanol. Fixed TS cells were incubated in propidium iodide (PI) staining solution (50 μg/ml PI, 0.2 mg/ml RNaseA in PBS, all from Sigma-Aldrich) for 30 min at RT. Stained cells were dissolved in PBS and examined using BD FACSCalibur (BD Biosciences, Germany) and FlowJo software (www.flowjo.com).

*Trpm7*-deficient and corresponding control TS cells were derived as described above using *Trpm7^Δ17/+^* mice. The obtained *Trpm7^+/+^* and *Trpm7^Δ17^*^/*Δ17*^ TS cells were propagated and adapted to MEF-free conditions in cell culture medium supplemented with 10 mM MgCl_2_. Genotypes of TS cells were determined by PCR analysis of genomic DNA using conditions described for *Trpm7^Δ17/+^* mice. The lack of *Trpm7* transcripts in *Trpm7^Δ17^*^/*Δ17*^ TS cells was verified by RT-PCR using primers Trpm7-Forward 5’-AGTAATTCAACCTGCCTCAA-3’ and Trpm7-Reverse 5’-ATGGGTATCTCTTCTGTTATGTT-3’ and the following PCR conditions: 94°C 3', 94°C 30'', 50°C 30'', 72°C 1', 35 cycles, 72°C 5'. The amplified PCR product was 287 bp.

To study growth rates, TS cells of each genotype were seeded in 6-well plates (1×10^5^ cells/well) in cell culture medium containing 10 mM MgCl_2_. After 24 hr (day 1), the culture medium was replaced with fresh medium either with or without 10 mM MgCl_2_ and the cells were further cultured for additional 3 days. The cell density was determined at 24 hr intervals using a Neubauer chamber (Marienfeld Superior). To calculate growth rates, the cell number at day 1 was designated as 100%. The experiment was repeated three times and a Student’s *t*-test was applied to compare the growth rates of control versus mutant cells.

#### Electrophysiology

Whole-cell currents were measured using an EPC10 patch-clamp amplifier and PatchMaster software (Harvard Bioscience, Germany). Voltages were corrected for a liquid junction potential of 10 mV. Currents were elicited by a ramp protocol from −100 mV to +100 mV over 50 ms acquired at 0.5 Hz and a holding potential of 0 mV. Inward and outward current amplitudes were extracted at −80 mV and +80 mV and were normalized to cell size as pA/pF. Capacitance was measured using the automated capacitance cancellation function of EPC10. Patch pipettes were made of borosilicate glass (Science Products) and had resistances of 2–3.5 MΩ. The standard extracellular solution contained (in mM): 140 NaCl, 3 CaCl_2_, 2.8 KCl, 10 HEPES, and 11 glucose (all from Sigma-Aldrich). A divalent-free (DVF) extracellular solution contained (in mM): 140 NaCl, 2.8 KCl, 10 HEPES, 11 glucose and 5 EDTA. TRPM6/M7-like currents were induced by Mg^2+^-free intracellular solution, containing (in mM): 140 Cs-glutamate, 8 NaCl, 10 EGTA, 5 EDTA and 10 HEPES. All solutions were adjusted to pH 7.2 using a FE20 pH-meter (Mettler Toledo, Germany). The osmolality of all solutions was adjusted to 290 mOsm using Vapro 5520 osmometer (Wescor Inc., USA). Data were compared by an unpaired Student’s *t*-test.

For Mg^2+^ ([Mg^2+^]_i_) and MgATP ([MgATP]_i_) dose responses, the intracellular pipette solution contained (in mM): 120 Cs-glutamate, 8 NaCl, 10 HEPES, 2.7 EDTA and various amounts of MgCl_2_ or MgATP (Sigma-Aldrich). The solutions were adjusted to pH 7.2 and 290 mOsm. Concentrations of MgATP and free Mg^2+^ were calculated using WebMaxC (maxchelator.stanford.edu). To determine IC_50_ values, datasets were fitted using a nonlinear (least-squares) regression analysis (GraphPad Prism 6.0 software) and the following equation:

$$E(c)=E_{min}+(E_{max}-E_{min})/(1+10^{\wedge }((IC_{50}-C)h))$$

with E being the effect/current at a given concentration C of inhibitor, E_min_ the minimal effect/current, E_max_ the maximally achievable effect, IC_50_ the half-maximal concentration and h the Hill slope factor. Statistical analysis of dose-response curves and IC_50_ values was performed using the extra sum-of-squares F test with the threshold P value 0.05 (GraphPad Prism 6.0).

### Characterization of *TRPM7*-deficient human haploid leukaemia (HAP1) cells

#### Isolation and maintenance of *TRPM7*-deficient *HAP1* cells

Wildtype parental cells (clone C631) and *TRPM7*-deficient (clone 10940–04) HAP1 cells were acquired from Horizon Genomics (Vienna, Austria). The authentication of HAP1 cells was performed by Horizon Genomics (Essletzbichler et al., 2014) and no further authentication was performed by the authors. A CRISPR/Cas9 approach was used to introduce a 17 bp (GTGACCATTTTAATCAG) deletion in exon 4 of the human *TRPM7* gene resulting in a frame-shift mutation. Genotypes of HAP1 cells were confirmed by PCR amplification of genomic DNA using primers hTRPM7-Forward 5’-TATTTGTATGCACCTTTGTA-3’ and hTRPM7-Reverse 5’-TGTTTTAATCTCACCTTTTT-3’ with PCR parameters: 94°C 3', 94°C 30'', 50°C 30'', 72°C 1', 40 cycles, 72°C 5'. PCR products (364 bp and 347 bp in wild type and mutant clones, respectively) were confirmed by sequencing. HAP1 cells were tested negative for mycoplasma contamination using QuickTest kit (Biotool).

HAP1 cells were cultured in Iscove’s Modified Dulbecco’s Medium (IMDM) supplemented with 10% FBS and 100 U/ml penicillin, 100 µg/ml streptomycin and 10 mM MgCl_2_ (all from Thermo Fisher Scientific). Cells were maintained in a humidified cell culture incubator (Heraeus, Thermo Fisher Scientific) at 37°C and 5% CO_2_. Western blot analysis was performed as described previously (Nörenberg et al., 2016). Examinations of growth rates and endogenous TRPM7-like currents were conducted as described above for TS cells.

#### Determination of total Mg^2+^ content

HAP1 cells of each genotype were grown in T175 cm^2^ flasks (Sarstedt) in 10 mM MgCl_2_ supplemented cell culture medium as described above. At ~50% confluence the medium was replaced with fresh medium without 10 mM MgCl_2_ and the cells were cultured for additional 24 hr. Next, cells were washed with PBS, disaggregated by trypsinization and collected in 50 ml plastic tubes (Sarstedt). After centrifugation (3 min, 1000 rpm), the cell pellet was resuspended in 1 ml PBS and passed to a fresh 1.5 ml tube. The cell suspension was centrifuged (3 min, 3500 rpm), supernatant was completely removed and the cell pellet was dried overnight at 70°C. The dried cell pellet was analysed by ICP-MS in ALS Scandinavia (Sweden). The experiment was repeated four times.

#### Assessment of ATP levels

HAP1 cells of each genotype were seeded in 96-well plates (white wall/clear bottom, type 3610, Costar) at a density of 5×10^5^ cells/well in the 10 mM MgCl_2_ supplemented cell culture medium (100 µl/well); eight wells per genotype were used. After 24 hr, the cell culture medium was replaced with fresh regular medium (without additional 10 mM Mg^2+^) and the cells were cultured for additional 24 hr. To determine cell viability, 10 µl of CCK-8 reagent (Cell Counting Kit-8) was added in four wells per genotype. The plates were incubated for 3 hr in the cell culture incubator (Heraeus, Thermo Fisher Scientific) at 37°C and 5% CO_2_. Next, 96-well plates were incubated at room temperature (RT) for 30 min and 100 µl of CellTiter-Glo2.0 reagent (Promega) was added to the remaining four wells per genotype. After 10 min incubation at RT, either ATP-induced luminescence or CCK-8 absorbance (450 nm) were determined using a plate reader (FLUOstar Omega, BMG Labtech). CCK-8 absorbance was used to normalize ATP-induced bioluminescence. The normalized bioluminescence of wildtype cells was designated 100%. The experiment was repeated six times.

#### High-resolution respirometry of living HAP1 cells

Oxygen consumption of HAP1 cells was assessed by Oxygraph-2k measurements (Oroboros Instruments GmbH, Austria) as described previously (Pesta and Gnaiger, 2012). Briefly, WT and KO HAP1 cells were maintained in standard medium supplemented by 10 mM MgCl_2_. The Mg^2+^ supplemented medium was replaced with regular medium (without additional 10 mM Mg^2+^) and the cells were cultivated for a further 24 hr. Next, oxygen flux from routine respiration of 1.5×10^6^ cells at 37°C and maximal oxygen flux after stepwise CCCP addition (2 µl steps from 1 mM stock solution) were determined. The oxygen flux was baseline-corrected for non-mitochondrial oxygen consuming processes by the addition of 0.5 µM rotenone (complex I inhibitor, Sigma-Aldrich) and 2.5 µM antimycin A (complex III inhibitor, Sigma-Aldrich).

### Whole-life dietary treatments of B6C3F1 mice

Mice were raised in a specific pathogen-free facility at Jackson Laboratory Sacramento (Sacramento, CA, USA). The long-lived B6C3F1 hybrid strain (Lipman et al., 1999; Turturro et al., 1999) was used. Specifically, F1 females were derived by crossing C57BL/6J females with C3H/HeJ males. The produced B6C3F1 females were weaned at 3 weeks of age, and afterwards kept in individually ventilated polycarbonate cages (Thoren Caging Systems) on multigrain chow 5 K54 (Purina) containing 0.22% Mg^2+^ and drinking water containing 0.44 mg/l Mg^2+^. Five mice were housed per cage and cages were changed every two weeks. The housing rooms were with artificial lighting and 12 hr light/dark cycle (6 am to 6 pm). Temperature and relative humidity in animal rooms were 22 ± 4°C and 50 ± 15%, respectively. At 5 months of age, mice were assigned to control, dietary restricted (DR) or supplemented cohorts as outlined in Table 2. For supplementation experiments, corresponding salts (Sigma-Aldrich) were diluted in drinking water that was administered *ad libitum* throughout the lifespan of all groups (Table 2). To reduce bias, the supplemented and control groups were examined simultaneously and the study was performed as a blinded trial. Mice were inspected daily. Necropsies of randomly selected dead mice revealed that 58 of 88 control females (66%) developed tumours. 8 of 11 females (73%) from the three Mg^2+^ supplemented groups also had tumours suggesting that high dietary Mg^2+^ had no substantial effect on tumor rate at death. Kaplan-Meier survival distributions were computed to illustrate survival times. For statistical analysis, we used MATLAB computing environment and programming language (MathWorks, www.de.mathworks.com), in particular its built-in fast convolution function that allows to find the distribution of the sum of independent random variables, given the distributions of individual variables. To enable statistical comparisons between control and dosed groups, the distribution of the mean lifespan of 15 control mice was found as a convolution of the original distribution of lifespans of all control mice. To calculate P-values of the mean lifespan from the dosed groups relative to the control group, we calculated the probability of the average of 15 control mice showing the same or more extreme (away from control mean) lifespan than the experimentally determined mean lifespan of the dosed mice. A similar technique was used to find P-values for pooled Mg and dietary restriction groups relative to controls. The MATLAB code is available from the Dryad Digital Repository (Chubanov and Gudermann, 2016). In addition, the survival data of control mice versus individual treated groups were assessed by log-rank test using GraphPad Prism software. P-values for both approaches are indicated in Figure 7A.

How the deposited data were processed for this re-analysis (not part of the article)

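Liver RNA of 4 control and 3 Trpm6-deficient male littermates was measured on Affymetrix arrays, 1 per mouse. The authors processed the scans in Affymetrix Expression Console 1.4.0, with background correction, normalization between arrays and summarization of probes by RMA, the last as given in the submitters' processing notes, and deposited log2 expression values with 2 decimals for 35556 probe sets. Nothing was filtered, and no further normalization was applied for the values reported. Every column of the value table was matched to a mouse by its label. The authors' scanner files were not used here. Arrays have no read depth, and their number limits the precision.

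Each probe set was fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, over all 7 arrays, without covariates, and adjusted by the method of Benjamini and Hochberg over all rows, with a threshold of 0.1 as in the paper's methods. Standard errors are limma's moderated ones. In the same fit an unadjusted p of 0.05 or less was counted, since the paper passed such a set to pathway analysis; the methods name a t-test for it, and the plain form, run as an alternative, is called the methods' t-test. Gene symbols were taken from the platform annotation, 21698 of the 21789 single-gene probe sets were matched in the GRCm38.p6 gene table, and no symbol changed by this. Probe sets with several symbols or none were tested and counted but not named. Some transcripts of the study's table are not reported by name here.

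A total of 35 gene lists and 6 families defined by patterns in the symbol were fixed before the data were examined, though after the table of 46 transcripts and the first 1998 rows of the 35556 in Supplementary file 1 had been seen. The lists cover magnesium transport, growth hormone signalling, sex-biased liver genes, nuclear receptor targets, lipid, sugar and bile acid metabolism, inflammation, complement, the clock, the cell cycle, stress, and markers of other cell types. A gene with several probe sets was represented by the brightest. An older symbol in a list was matched through the gene table only where it is no current symbol of another gene. This last condition was added after results had been seen and changed the members of 2 lists, FXR-induced genes and complement. Before it 22 lists passed as well, but the highest of the other splits of the arrays had 21 and not 23, so that 1 split and not 2 reached 22. Sets were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over all 41 lists; a threshold of 0.1 for these was chosen to match that for transcripts. With the preset value 22 lists passed, 13 higher and 9 lower, with an estimated correlation 3, and by fry, which does not compare a set with other genes, 12. Family enrichment used a one-sided Fisher's exact test against probe sets with 1 symbol. The genes named in the text were taken from the 12 largest rises and the 12 largest falls that passed with 1 symbol, Trpm6, Trpm7, Igf1 and sex chromosome transcripts, up to 4 members per list with the smallest p, the main genes of each list, and genes of the study's table; not every gene that this rule allows is named. Cyp2b13, Elovl3 and Arntl lie outside this rule and were chosen after their values were seen.

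Alternatives set in advance were other rows, filters, normalizations, variance models, array weights, age, the replicate number as a block, each array left out, the methods' t-test, a threshold of 0.05, 1 value per gene, all probe sets of a gene, an estimated correlation and lists without the 46. The fits were tested on simulated data with 200 changed rows of known size: of 50 rows each, 22, 37, 49 and 49 were called at log2 sizes of 0.5, 1, 2 and 4, and 20 unchanged rows were called. Of 20 simulated lists, the 1 that was shifted was called. Metabolite, serum and urine measurements of the paper were not analysed here.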

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

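The test with age as a covariate was set before its result was seen. The tests of sex transcripts and of Igf1, of the quality, swap and collection time of control 3, and both tests of Trpm6-deficient 1 were chosen after the result was seen.

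Genes that differ between male and female mouse liver moved together, which the paper does not report: the female-biased list was higher (adjusted p = 1.38e-45 from camera) and the male-biased list lower (adjusted p = 7.95e-48), and without the study's 46 transcripts the adjusted p was 9.74e-26 and 7.81e-33. Both lists were written with the study's 46 transcripts and 1998 probe sets of its full table in view, and 30 of 35 and 7 of 32 members were among these. The p-values of both full lists are therefore not independent evidence. Nor is that of the female-biased list without the 46, of whose 26 genes 21 had been seen. The 25 male-biased genes outside the 46 were in neither table, but with the preset correlation their p-value is weak evidence too. Female or mixed samples are argued against by Xist, at most 4.00 in a Trpm6-deficient liver, with the lowest Y-linked value there at 7.63, and age is argued against by medians of 1.69 and -1.43 with age as a covariate. A loss of growth hormone signalling cannot be told apart, since liver Igf1 had a log2 change of -0.13 (95% interval from -0.31 to 0.05), while the 3 measured major urinary proteins, which growth hormone also induces, had a median of -0.97. A changed daily pattern of growth hormone, or of androgens, may account for the pattern as a hypothesis, and neither was tested.

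Control 3 stood apart from the other controls in transcripts of the circadian clock, and first in Arntl, a core clock gene at 6.51 against 8.54 to 8.61. A swap with a Trpm6-deficient sample is argued against by its median position over the 7 transcripts called without it, -0.0087 on a scale from the other controls (0) to the Trpm6-deficient livers (1). Lower array quality is not decided by its mean correlation with the other controls, 0.9896, which is close to the lowest, 0.9894 for control 1. Of 13 clock transcripts other than Arntl and Dbp, 12 had control 3 as the extreme control on the side of their known phase. Chance gives 25% for each, though they are not independent. Some were low, such as Clock (9.56, other controls 10.09 to 10.45), and some high, such as Per3 (8.41, others 6.41 to 6.67). Lower array quality would not sort shifts by phase, so these values argue against it for the clock transcripts. Collection at another time of day is a candidate explanation, as a hypothesis.

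Trpm6-deficient 1 was less shifted than Trpm6-deficient 2 and 3 in male-biased transcripts, and also in some other lists, though not in all. Age is argued against for the male-biased list, since its mean shift in Trpm6-deficient 3, of the same age, minus that in Trpm6-deficient 1 was -1.07. If control RNA had been mixed into Trpm6-deficient 1, transcripts that rose and that fell should give about the same share of it. The median shares were 0.49 and 0.18 from 10 transcripts each, a difference of 0.31, but single shares ranged from -0.97 to 0.98 and from 0.04 to 0.46, and the mean shift of Trpm6-deficient 1, 2 and 3 was 1.75, 2.33 and 1.72 in the female-biased list and 0.69, 0.76 and 0.35 in CAR and PXR targets. Mixing would lessen these shifts too, and in these lists they do not show this beyond the range of the other mice. In the same order, other lists had 0.26, 0.54 and 0.46 (glutathione S-transferases), 0.12, 0.24 and 0.31 (LXR targets) and -0.22, -0.57 and -0.58 (complement). There Trpm6-deficient 1 was the least shifted, but in the respiratory chain it was the most shifted (0.21, 0.01 and -0.005). The mean correlation of Trpm6-deficient 1 with the controls, 0.9884, was above that with its own group, 0.9873. This rests largely on control 1, at 0.9908. Controls 2, 3 and 4 were at 0.9872, 0.9877 and 0.9878, close to Trpm6-deficient 2 and 3 at 0.9875 and 0.9871. Mixing therefore cannot be told apart, variation between mice stays open, and no biological explanation was tested.

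In 5 other probe sets the gap from 1 control to the next was large relative to the range of the controls. These were among 72 probe sets looked at, where chance gives about 1 in 20. The rule was first run on a larger draft set, before genes were dropped from the text. There Prps1 (9.42 in control 3, others 9.35 to 9.36) and Creb3l3 (10.80 in control 3, others 10.79) also met it, with small gaps. Serpina4-ps1 was at 12.10 in control 4 (others 10.95 to 11.13). Trpm7 was at 8.88 in control 3 (others 8.76 to 8.77). Xist was at 3.97 in control 3 (others 3.99), a small gap in values deposited with 2 decimals, where ties from rounding make up the ratio, so control 3 does not lie far from the rest there. Mup5 was at 7.35 in control 3 (others 7.75 to 7.79). C9, a terminal complement gene, was at 13.12 in control 1 (others 12.78 to 12.83).

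Further lists that the paper does not discuss passed camera with the preset correlation, and none of these passed with an estimated one. The values of fry are among the other observations. Genes of lipogenesis were higher (adjusted p = 2.53e-06, and adjusted p = 0.280 with an estimated correlation), with a median of 0.46 over 17 genes (0.28 without Trpm6-deficient 3, adjusted p = 0.000808). Pnpla3, a lipid droplet enzyme gene with a log2 change of 0.66 (standard error 0.12), was the 1 higher when adjusted over the list alone. Genes of cholesterol synthesis were higher (median 0.13, adjusted p = 0.0123, and adjusted p = 0.614 with an estimated correlation), but not without Trpm6-deficient 2 (median 0.06, adjusted p = 0.561); without Trpm6-deficient 1 the median was 0.27 (adjusted p = 1.67e-08). Acute phase genes were higher (adjusted p = 0.0205, and adjusted p = 0.505 with an estimated correlation), with 4 higher and 1 lower when adjusted over the list alone, among them Lcn2, an iron-binding protein gene, at 1.93 (standard error 0.43). Their median was 0.13, 0.04 without Trpm6-deficient 3 (adjusted p = 0.0585), and they did not pass without control 3 (median 0.01, adjusted p = 0.103) or without Trpm6-deficient 1 (median 0.10, adjusted p = 0.127). Markers of stellate and smooth muscle cells were higher (median 0.11, adjusted p = 0.0210, and adjusted p = 0.207 with an estimated correlation), but not without Trpm6-deficient 2 (median 0.06, adjusted p = 0.168); without control 1 and without control 4 the median was 0.07 (adjusted p = 0.0434) and 0.06 (adjusted p = 0.0836).

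Complement genes were lower (adjusted p = 1.83e-06, and adjusted p = 0.235 with an estimated correlation), 7 of 17 when adjusted over the list alone, with a median of -0.16 (-0.27 without Trpm6-deficient 1, adjusted p = 1.97e-09). Among these were C8a at -1.30 (standard error 0.22) and C9 at -1.22 (standard error 0.18), which the male-biased list also holds. Cell cycle genes were lower (adjusted p = 0.000269, and adjusted p = 0.175 with an estimated correlation), 2 of 22 when adjusted over the list alone. These were the DNA replication genes Mcm10 at -1.23 (standard error 0.13), which also passed over all probe sets, and Mcm7 at -0.19 (standard error 0.05).

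Of the marker lists of other cell types 5 were lower with the preset correlation, while stellate markers were higher and the others did not pass. For Kupffer cells the median was -0.31 (adjusted p = 0.00500, and adjusted p = 0.570 with an estimated correlation). Control 1 stood apart here, with a mean over the markers of -0.65 against 0.10 to 0.29 in the other controls, relative to the control mean. Without control 1 the median was -0.54 (adjusted p = 3.03e-12), and without control 3 it was -0.20 (adjusted p = 0.0735). For erythroid cells 2 of 10 listed markers were measured (adjusted p = 0.0429, and adjusted p = 0.235 with an estimated correlation). The result rests on Alas2, a heme synthesis gene that the male-biased list also holds, at -1.66 (standard error 0.26, adjusted p = 0.192 from limma), since Slc4a1, a red cell membrane gene, was at -0.01 (standard error 0.04, adjusted p = 0.992). Without control 3 this list did not pass (adjusted p = 0.125).

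For adipocytes the median was -0.11 (adjusted p = 0.0131, and adjusted p = 0.175 with an estimated correlation), with 1 of 6 markers lower when adjusted over the list alone. For lymphocytes it was -0.06 (adjusted p = 0.0868, and adjusted p = 0.629 with an estimated correlation), and the list did not pass without control 3 (median 0.00, adjusted p = 0.662) or without Trpm6-deficient 1, 2 or 3 (adjusted p = 0.121, 0.387 and 0.127). Without control 1 and without control 4 the median for lymphocytes was -0.14 (adjusted p = 0.00516) and -0.09 (adjusted p = 0.0836). For exocrine pancreas the median was -0.19 (adjusted p = 0.0750, and adjusted p = 0.709 with an estimated correlation), which rests on control 4, with a mean of 0.63 over the markers against -0.29 to -0.15 in the other controls and -0.26 to -0.18 in the Trpm6-deficient livers. Without control 4 the median was 0.01 (adjusted p = 0.825), without control 2 it was -0.29 (adjusted p = 0.0147), and the list did not pass without Trpm6-deficient 1, 2 or 3 (adjusted p = 0.143, 0.225 and 0.138).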

How the results depend on the processing

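The alternative chosen after the data were seen left out both arrays that stand apart, control 3 and Trpm6-deficient 1. No transcript that passed, and no list that passed by the direction of its test, reversed under an alternative that was run. The medians of 2 lists changed sign where they no longer passed: exocrine pancreas to 0.0067 without control 4 and with the block, and cytochromes P450 (0.0250) to -0.0012 without Trpm6-deficient 1 and -0.0050 without both arrays. Of the lists that did not pass, several changed direction under some alternatives, among them the somatotropic axis without control 3, without Trpm6-deficient 1 and without both.

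The count of transcripts at an adjusted p of 0.1 or less was 46 (27 higher, 19 lower, 12 in the families the paper names). Over single arrays left out, it ranged from 7 to 69, the higher ones from 4 to 33, the lower ones from 2 to 36 and those in families from 3 to 14. It was 8 (5 higher, 3 lower, 4 in families) with age as a covariate, 8 (5, 3 and 3) by the methods' t-test, 14 (7, 7 and 6) at an adjusted p of 0.05, 70 (31 lower) over probe sets with a mean of 5 or more, 68 (29 lower) over probe sets with 1 symbol, and 73 (43, 30 and 19) with 1 value per gene, where 1537 passed at an unadjusted p of 0.05. Without both arrays that stand apart it was 16 (5, 11 and 3), of which 8 were shared with the 46. Quantile normalization, median centring, trend and robust, and array weights gave 51, 45, 40 and 43, of which 42, 43, 40 and 43 were shared. Of the 69 without Trpm6-deficient 1, 28 were shared. Of the 68 over probe sets with 1 symbol 33 were shared, which is all of the 46 that have 1 symbol. Fewer samples, fewer rows or a stricter threshold enter some of these by construction; otherwise the cause was not tested.

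Whether replicate numbers pair the mice cannot be told. By their labels the ages differ for number 1 (control 12 weeks, Trpm6-deficient 13 weeks) and are equal for numbers 2 and 3. The deviations of same-numbered arrays from their group means, across probe sets, correlated at 0.33, 0.26 and 0.09. Trpm6-deficient 3 correlated best with control 4 (0.23), but the other pairs of different numbers lay between -0.25 and 0.04. With the replicate number as a block 1 transcript was called (1 higher, 0 lower, 1 in families), with 3297 at an unadjusted p of 0.05. Log2 changes stayed about as large with the block, at 8.84 for Cyp2b9, 4.72 for Slc22a26, -1.84 for Selenbp2 and -5.94 for Hsd3b5.

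Of 41 lists, 22 passed with the preset correlation, 3 with an estimated one and 14 without both arrays. With an estimated correlation the adjusted p rose to 0.235 for major urinary proteins, 0.158 for CAR and PXR targets, 0.175 for NRF2 targets, 0.235 for FXR-induced genes and 0.103 for glutathione S-transferases. The FXR-induced genes ranged from an adjusted p of 0.00374 to 0.103 over single arrays left out and were at 0.139 without both. The female-biased, male-biased and LXR lists passed under every alternative run for lists. Other lists lost their call as follows: with age gluconeogenesis (adjusted p = 0.107); with the block gluconeogenesis (0.196), cholesterol synthesis (0.193), acute phase (0.196), lymphocytes (0.117), erythroid cells (0.196) and exocrine pancreas (0.998); over probe sets with 1 symbol lymphocytes (0.135) and exocrine pancreas (0.114), the latter also with a mean of 5 or more (0.124). Without both arrays these were gluconeogenesis and lymphocytes (0.486 each), acute phase (0.298), Kupffer cells (0.178), adipocytes (0.136), exocrine pancreas (0.103), cytochromes P450 (0.907) and the respiratory chain (0.635), while stress of the endoplasmic reticulum passed newly (0.0583). Over the named genes and all alternatives, 2543 comparisons kept their side of the threshold, 283 no longer passed and 21 passed newly, and for the lists that are not at a claim these were 526, 53 and 10.

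No signal over background was used here, so dim probe sets are limited only by the filter named.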

Differences from the paper's values

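No test in this part was chosen after the result was seen. The paper's count of 46 transcripts equals the count here, and the same 46 probe sets were called. Their log2 fold changes in Supplementary file 1 differ from those here by at most 3.33e-06, and over the 1998 rows of that table that were used by at most 0.005. The paper's set for pathway analysis has 2443 transcripts, against 2444 here from limma at an unadjusted p of 0.05 or less, and 1863 by the methods' t-test, which is the test the paper names for it.

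The paper states that most affected transcripts code for solute carriers, cytochromes P450, glutathione S-transferases and proteins of steroid metabolism. The tally over the whole list was 12 of 46 (26.1%), or 36.4% of those with 1 symbol, and by the paper's own symbols 14 of 46 (30.4%). Families were assigned by patterns in the symbol, so a wider definition of steroid metabolism would count more, and 2 of the 46 have several symbols and were not assigned.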

Other observations

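The counts over splits of the arrays were set before their results were seen, and those for single lists after the lists' medians were seen. The split tests of the sex-biased lists without the study's 46 transcripts, and the count over splits that mix the groups, were chosen after the result was seen.

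Cyp2b13, a cytochrome P450 gene of female mouse liver, had a log2 change of 4.48 (standard error 0.62, adjusted p = 0.132 from limma), and Sult3a1, a sulfotransferase gene of female liver, one of 3.48 (standard error 0.51, adjusted p = 0.163). Their control levels, 4.13 and 3.21, lie below the lower quartile of every array (5.05 to 5.11), so if these are background the changes are lower bounds. Elovl3, a fatty acid elongase gene of male liver, had one of -5.50 (standard error 0.87, adjusted p = 0.191).

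Gluconeogenesis and glycogen genes passed as a set, higher (adjusted p = 0.0619 from camera, and adjusted p = 0.505 with an estimated correlation), with a median log2 change of 0.05 over 15 genes, none of which passed limma's test (1 higher at an unadjusted p of 0.05 or less). The set did not pass without control 3 or 4 (median 0.03 in both, adjusted p = 0.116 and 0.216) or without Trpm6-deficient 1 or 3 (0.460 and 0.268), with age as a covariate (0.107), with the replicate block (0.196) or without both arrays that stand apart (0.486), and its median was 0.13, 0.09 and 0.17 without control 1, control 2 and Trpm6-deficient 2 (adjusted p = 0.0240, 0.0490 and 0.00312). Pck1, the gene of a rate-limiting enzyme of gluconeogenesis, had a log2 change of -0.17 (standard error 0.15), and Ppargc1a, a coactivator gene of this pathway, one of 0.94 (standard error 0.27, adjusted p = 0.562). Cytochromes P450 as a family passed, higher (adjusted p = 0.0237 from camera, and adjusted p = 0.570 with an estimated correlation), with 2 higher, 2 lower and 80 that did not pass (14 higher and 6 lower when adjusted over the list alone). Their median was 0.0250, and they did not pass without control 3 (median 0.03, adjusted p = 0.103) or Trpm6-deficient 1 (median -0.0012, adjusted p = 0.642). It was 0.04, 0.05 and 0.05 without control 1, control 4 and Trpm6-deficient 3 (adjusted p = 0.0361, 0.0244 and 6.82e-05). Solute carriers (adjusted p = 0.883 from camera), steroid metabolism (0.325), sulfotransferases and glucuronosyltransferases (0.993), ketogenesis (0.810, 2 of 4 genes measured), the circadian clock (0.727), p53 targets (0.898), stress of the endoplasmic reticulum (0.144, but 0.0211 without control 3, lower) and sex chromosome transcripts (0.410) did not pass camera. Asns, the asparagine synthetase gene in the stress list, was lower when adjusted over the list alone, with a log2 change of -0.96 (standard error 0.16).

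Markers of hepatocytes (adjusted p = 0.291 from camera, and 0.0532 without control 1), cholangiocytes (0.457), sinusoidal endothelium (0.133), neutrophils (0.854) and skeletal muscle (0.850) did not pass. For sinusoidal endothelium control 1 stood apart, with a mean over the markers of -0.58 against 0.06 to 0.38 in the other controls. Without control 1 this list was lower, with a median of -0.32 (adjusted p = 1.16e-06), and it also passed, lower, without Trpm6-deficient 2 (median -0.22, adjusted p = 0.0321).

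By fry, which tests whether the genes of a list move one way on balance and compares them with no other genes, 12 of the 41 lists passed, all of them among the 22 that passed camera with the preset correlation. The adjusted p from fry was 0.00136 for the female-biased list, 0.00543 for the male-biased list, 0.0214 for LXR targets, 0.0213 for glutathione S-transferases, 0.0487 each for CAR and PXR targets, NRF2 targets and the cell cycle, 0.0918 for FXR-induced genes and 0.0767 for major urinary proteins. It was 0.0754 for complement, 0.0439 for erythroid markers and 0.0468 for adipocyte markers. The other 10 that passed camera did not pass fry: lipogenesis and cytochromes P450 (adjusted p = 0.146 each), stellate markers (0.106), acute phase (0.400), gluconeogenesis (0.435), the respiratory chain (0.466), Kupffer markers (0.492), cholesterol synthesis and lymphocyte markers (0.537 each) and exocrine pancreas (0.656).

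By the form of fry that asks whether genes change in either direction 24 lists passed. Among these were lists at a claim that did not pass camera: magnesium transport and targets of the aryl hydrocarbon receptor (adjusted p = 0.00513 each), bile acid synthesis (3.22e-05), beta-oxidation (2.37e-05) and PPARA targets (8.13e-05).

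Over the 35 ways to split the 7 arrays into groups of 4 and 3, the real split called 46 transcripts, and the highest of the others called 7; for those higher the counts were 27 and 7, and for those lower 19 and 2. Each of these 3 real counts was reached by 1 split, the real one. This is a share of 0.0286 each, under 0.05 taken alone and the smallest these splits can give. It was not adjusted for the number of counts tested, and the first count is the sum of the other 2. Chance is therefore excluded only for each count taken alone. For called transcripts in the families the counts were 12 and 0, reached by 1 split, but the paper named the families from the calls of the real split, so this does not exclude chance. It cannot be excluded for the 2444 transcripts at an unadjusted p of 0.05 or less, which 5 splits reached, with 3107 as the highest of the others. Nor can it for the 22 lists that passed camera with the preset correlation, which 2 splits reached, with 23 as the highest of the others. The split with 23 sets control 2, 3 and 4 against the Trpm6-deficient livers and control 1, so it holds much of the real difference; in the 18 splits with 1 Trpm6-deficient and 2 control arrays against the rest, 2 to 19 lists passed. Before the matching of symbols was corrected, 1 split reached 22, with 21 as the highest of the others.

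For the medians of single lists, 1 of 35 splits, the real one, is a share of 0.0286, the smallest these splits can give, over 10 tests run. Genes that had been seen when a list was written favour the real split, so for such a list this share does not exclude chance. This holds for the female-biased list (1.71, with 1.31 as the largest size in the others), the male-biased list (-1.42, with 1.20), CAR and PXR targets (0.4533, with 0.4483, 13 of 23 members seen) and NRF2 targets (0.27, with 0.26, 12 of 28 seen), each reached by 1 split. It holds also for the 26 female-biased genes outside the 46 (1.21, reached by 1 split, with 0.99), of which 21 had been seen.

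The 25 male-biased genes outside the 46 (-1.13, reached by 1 split, with 0.92 as the largest size in the others) and the 3 of 12 major urinary proteins that were measured (-0.97, reached by 1 split, with 0.91) were in neither table. Each share is under 0.05 taken alone, but it is 0.286 when multiplied by the 10 tests. By the method of Benjamini and Hochberg it is 0.0408, which rests on lists that hold seen genes, so chance is not taken as excluded for these 2 medians. Major urinary proteins passed fry (adjusted p = 0.0767), but not camera with an estimated correlation (adjusted p = 0.235), which compares the list with other genes. Chance cannot be excluded for LXR targets (0.16, reached by 3 splits, with 0.17), FXR-induced genes (0.11, reached by 7 splits, with 0.18) and glutathione S-transferases (0.32, reached by 3 splits, with 0.32).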
